# Maternal TDP-43 interacts with RNA Pol II and regulates zygotic genome activation

**DOI:** 10.1038/s41467-023-39924-1

**Published:** 2023-07-17

**Authors:** Xiaoqing Nie, Qianhua Xu, Chengpeng Xu, Fengling Chen, Qizhi Wang, Dandan Qin, Rui Wang, Zheng Gao, Xukun Lu, Xinai Yang, Yu Wu, Chen Gu, Wei Xie, Lei Li

**Keywords:** Embryology, Development, Transcription

## Abstract

Zygotic genome activation (ZGA) is essential for early embryonic development. However, the regulation of ZGA remains elusive in mammals. Here we report that a maternal factor TDP-43, a nuclear transactive response DNA-binding protein, regulates ZGA through RNA Pol II and is essential for mouse early embryogenesis. Maternal TDP-43 translocates from the cytoplasm into the nucleus at the early two-cell stage when minor to major ZGA transition occurs. Genetic deletion of maternal TDP-43 results in mouse early embryos arrested at the two-cell stage. TDP-43 co-occupies with RNA Pol II as large foci in the nucleus and also at the promoters of ZGA genes at the late two-cell stage. Biochemical evidence indicates that TDP-43 binds Polr2a and Cyclin T1. Depletion of maternal TDP-43 caused the loss of Pol II foci and reduced Pol II binding on chromatin at major ZGA genes, accompanied by defective ZGA. Collectively, our results suggest that maternal TDP-43 is critical for mouse early embryonic development, in part through facilitating the correct RNA Pol II configuration and zygotic genome activation.

## Abstract (web summary)

Zygotic genome activation is crucial for mammalian embryonic development. Here, the authors find that TDP-43 is indispensable for mouse embryonic development and mediates zygotic genome activation through Pol II configuration.

## Introduction

After fertilization, the mammalian embryo reprograms the terminally differentiated gametes to totipotent blastomeres with the potency to generate a whole organism. During oocyte to embryo transition, the embryo undergoes reprogramming and many key events including maternal RNA degradation and zygotic genome activation (ZGA)^1–3^. The ZGA is the first transcription event, and is essential for embryonic development. The zygotic genome is activated as two waves, namely minor and major ZGA^4,5^. Minor ZGA occurs at the end of the one-cell stage with the expression of dozens of genes^6^, followed by a major ZGA bursting at the two-cell stages with the expression of thousands of genes for early embryogenesis in mice^4^. During mouse oocyte to embryo transition, the transcription machinery of RNA Pol II undergoes loading, pre-configuration and elongation for gene expression^7^. Transiently blocking minor ZGA with a transcription elongation inhibitor DRB leads to a majority of mouse embryos arrested development at two-cell stage^5,7^. Timely release of DRB inhibition before major ZGA results in abnormal transcription with the reduced enrichment of Pol II at major ZGA and the residual of Pol II binding at one-cell Pol II target genes, accompanied by the globally reduced expression of major ZGA and ectopic expression of one-cell Pol II targets^7^. These observations suggest Pol II is tightly regulated during the transition from minor to major ZGA in mice.

Due to transcription silence before ZGA, maternal effect genes are anticipated to play dominant roles in the regulation of RNA Pol II machinery during the ZGA. Zebrafish transcription factor Pou5f1 primes at the loci of several hundred ZGA genes and is required for the expression of these genes^8,9^. However, genetic depletion of mouse maternal Pou5f1 was shown to give rise to little effect on early embryonic development^10^. Recently, several factors, such as *Dux*, *Dppa2*, *Dppa4* and *Nelfa*, were identified as the important regulators for ZGA genes in two-cell-like embryonic stem cells (ESCs)^11–17^. However, genetic disruption experiments showed that most of these factors are dispensable for both the ZGA and early embryonic development in mice^18–20^. Therefore, the regulation of Pol II machinery remains poorly understood during the mammalian oocyte to embryo transition.

TDP-43 (Transactive response DNA binding protein 43 kDa), officially named TARDBP (Tar DNA binding protein), is an evolutionarily conserved DNA/RNA binding protein^21^. TDP-43 includes several domains composed of an N-terminal nuclear localization sequence (NLS), two RNA binding domains (RRM1 and RRM2), a nuclear export signal (NES), and a C-terminal glycine-rich domain^22^. Pathogenic aggregates/inclusions of TDP-43 in the cytoplasm of nerve cells are major features of a range of neurodegenerative diseases^23^. A combination of a toxic gain in cytoplasm and a function loss in nucleus of TDP-43 is believed to be the predominant reason for neuronal death in patients suffering from these diseases^24^. Since its aggregates have been shown to be related to neurodegenerative diseases, great efforts have been made to explore the roles of TDP-43 in different cells and animals^25,26^.

Mouse *Tdp43/TDP-43/Tardbp* universally expresses and encodes a protein sharing high similarity with its human homolog^21,27^. Specific deletion of TDP-43 with *Stra8-Cre* mice results in a severe loss of male germ cells and male infertile^28^. The intercrosses of heterozygous (*Tdp43*^*+/-*^) mice could not deliver homozygous (*Tdp43*^*-/-*^) offspring and *Tdp43*^*-/-*^ embryos die between embryonic day 3.5 (E3.5) and E8.5^27,29,30^. TDP-43 null blastocysts were unable to generate mouse embryonic stem cells (ESCs) due to proliferation defects of inner cell mass^27,30^. Thus, zygotic TDP-43 is essential for mouse early embryonic development. Although many mouse models have been developed to investigate TDP-43, the current understanding of its functions and mechanisms remains limited. Whether this multifunctional protein is involved in mouse oocyte to embryo transition remains unknown.

In this work, we find that TDP-43 translocates from the cytoplasm into the nucleus at the mouse early two-cell stage, a simultaneous occurrence with mouse major ZGA^31^. Depletion of TDP-43 in mouse oocytes shows that maternal TDP-43 is required for the ZGA and early embryogenesis. Detailed analyses show that TDP-43 interacts with RNA Pol II and Cyclin T1 of the P-TEFb complex, and is required for proper Pol II configuration and the expression of ZGA genes during mouse oocyte to embryo transition.

## Results

### The translocation of TDP-43 at mouse early 2-cell stage

We first investigated the expression of *Tdp43* mRNA in mouse oocytes and preimplantation embryos by analyzing the previous data of RNA-seq and Ribo-seq^32^. The results showed that the levels of *Tdp43* expression were dynamic in mouse oocytes and early embryos (Supplementary Fig. 1a). This dynamic pattern of TDP-43 expression in mouse oocytes and early embryos was confirmed by Western blotting, showing that TDP-43 remained relatively high and stable in mouse oocytes and 1-cell embryos, dramatically decreased in 2-cell and morula stage embryos, while strongly increased in blastocyst stage embryos (Supplementary Fig. 1b).

Immunofluorescent staining showed that TDP-43 protein was primarily in the nucleus throughout the oocyte growing stages, but in the cytoplasm of MII oocytes and 1-cell embryos, then reappeared in the nucleus of 2-cell embryos (Fig. 1a, Supplementary Fig. 1c). Notably, TDP-43 was still in the cytoplasm of very early 2-cell embryos (pHCG 32 h), started to appear in the nucleus of early 2-cell embryos (pHCG 33–34 h), and largely accumulated in the nucleus of following 2-cell embryos (pHCG 35-47 h) (Fig. 1b and Supplementary Fig. 1d). The timing of TDP-43 entering the nucleus is well correlated with the minor-to-major ZGA transition in mouse two-cell embryo^7,31^, raising a possibility that TDP-43 may play a role in this process.

**Fig. 1:**
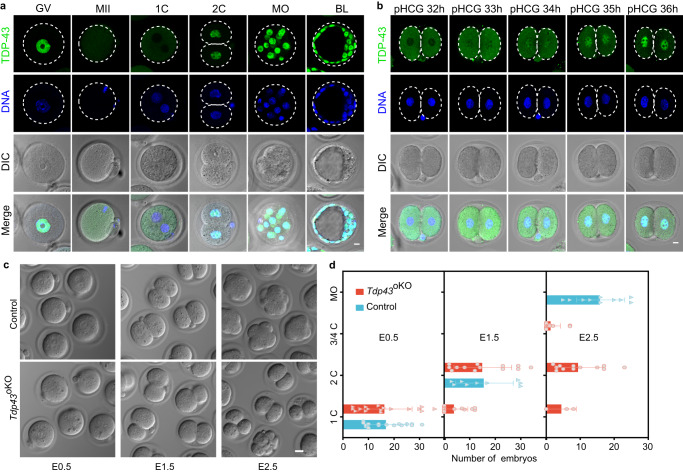
TDP-43 translocates from the cytoplasm into the nucleus at the mouse early 2-cell stage and is essential for early embryogenesis. **a** Immunostaining of TDP-43 in mouse oocytes and early embryos. GV germinal vesicle oocyte, MII MII oocyte; 1 C 1-cell embryo, 2 C 2-cell embryo, MO morula, BL blastocyst. Scale bar, 10 μm. **b** Immunostaining of TDP-43 in the 2-cell embryo at different time points. pHCG post HCG injection, h hours. Scale bar, 10 μm. **c** DIC images of different stage embryos isolated at embryonic day 0.5 (E0.5), E1.5 and E2.5 from the oviducts of control (*Tdp43*^*flox/flox*^) and *Tdp43*^oKO^ (*Tdp43* ^*flox/flox*^;*Zp3-Cre*) females mated with normal fertile males. Scale bar, 20 μm. **d** The average numbers of different stage embryos that were flushed at E0.5, E1.5 and E2.5 from the oviducts of control (*n* = 16, *n* = 9, *n* = 10) and *Tdp43*^oKO^ (*n* = 17, *n* = 13, *n* = 12) females, the dots represent numbers of the embryos from each female. Error bars, SD (standard deviation).

To investigate the role of maternal TDP-43, we first mated *Tdp43*^*flox/flox*^ mice with *Zp3-Cre* mice to obtain *Tdp43*^*+/flox*^;*Zp3-Cre* mice^33,34^. Then, we intercrossed *Tdp43*^*+/flox*^;*Zp3-Cre* mice to obtain *Tdp43*^*flox/flox*^;*Zp3-Cre* females in which TDP-43 was supposed to be disrupted in its oocytes, thus as *Tdp43*^oKO^ (oKO, oocyte-specific knockout) mice (Materials and Methods). *Tdp43*^oKO^ mice grew normally to their adulthood. The oocytes from *Tdp43*^oKO^ females underwent efficient elimination of TDP-43 at both the mRNA and protein levels (Supplementary Fig. 1e–g). Compared with the controls (*Tdp43*^*flox/flox*^ females) that normally produced litters (8.8 ± 2.1 pups/litter), *Tdp43*^oKO^ females did not deliver any pups after mating with fertile wild type (WT) males for over 3 months (Supplementary Fig. 1h). Thus, these results demonstrate that maternal TDP-43 is essential for the fertility of female mice.

### Maternal TDP-43 is critical for mouse embryogenesis beyond 2-cell stage

Histological analysis showed that the follicles of different stages and corpus luteum were present in the ovaries from 8-week-old *Tdp43*^oKO^ and control females (Supplementary Fig. 2a). The ratio of NSN (non-surrounded nucleolus) and SN (surrounded nucleolus) was comparable for the GV (germinal vesicle) oocytes from control and *Tdp43*^oKO^ females (Supplementary Fig. 2b). Furthermore, the rate of germinal vesicle breakdown and first polar body extrusion were also not affected in these mutants (Supplementary Fig. 2c, d). Moreover, superovulation experiments show that the morphology and number of MII oocytes were almost normal (Supplementary Fig. 2e, f). Altogether, these results suggest that depletion of maternal TDP-43 barely affects mouse ovarian development, oocyte maturation and ovulation. Unless specially mentioned, control and *Tdp43*^oKO^ oocytes/embryos were isolated from *Tdp43*^*flox/flox*^ and *Tdp43*^oKO^ females, respectively.

Next, we collected the control and *Tdp43*^oKO^ embryos at embryonic day 0.5 (E0.5), E1.5 and E2.5. We isolated a similar number of 1-cell embryos with pronucleus at E0.5 (Fig. 1c, d), suggesting maternal TDP-43 is not essential for fertilization. At E1.5, although not statistically significant difference compared to the control, we obtained a reduced number of *Tdp43*^oKO^ 2-cell embryos, including many asymmetrical embryos (Fig. 1c, d). At E2.5 when most control embryos developed into the morula stage, the majority of *Tdp43*^oKO^ embryos were still arrested at the 2-cell stage or fragmentation (Fig. 1c, d). Taken together, these results suggest that maternal TDP-43 is critical for mouse early embryogenesis beyond the 2-cell stage.

### Maternal TDP-43 is required for the expression of ZGA genes

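Oocytes and embryos of *Tdp43* oKO females were compared with those of *Tdp43* flox/flox control females at 5 stages. Full-grown oocytes (FGO) were taken 48 h after PMSG, and MII oocytes, late 1-cell embryos, early 2-cell embryos (E2C) and late 2-cell embryos (L2C) 13, 30, 36 and 48 h after HCG. Each library was made from 20 oocytes or embryos with smart-seq2, and each stage and genotype had 2 libraries.
*Tdp43* is annotated as *Tardbp* on the minus strand of chromosome 4 in mm9 (147986491 to 148001128), and the loxP sites flank exon 3 of its 6 exons, which is 164 bases long. In FGO, *Tardbp* was 0.884 and 1.05 FPKM in the *Tdp43* oKO libraries and 10.1 and 7.62 in the control libraries. The *Tdp43* oKO and control values were 3.87 and 4.84 against 19.7 and 20.3 in MII oocytes, 0.903 and 0.989 against 17.5 and 16.1 in 1-cell embryos, 3.52 and 2.34 against 7.95 and 8.15 in E2C and 1.95 and 2.01 against 6.14 and 7.52 in L2C. Every *Tdp43* oKO library was below every control library of its stage, which is the order the genotype labels require. Each value covers the whole gene, so loss of exon 3 alone cannot be read from it.
Marker genes of other cell types were examined too. Of the male germ cell genes, the protamine gene *Prm2* was lower in *Tdp43* oKO FGO (4.37 ± 1.59 against 12.4 ± 0.810 FPKM) and E2C (0.108 ± 0.152 against 10.4 ± 4.60 FPKM), and *Odf2* and *Ldhc* were not called in FGO (log2 fold changes -0.10 and 0.03). FGO were taken from ovaries before fertilization, so their *Prm2* values cannot stand for sperm. The hemoglobin gene *Hbb-b1* was 16.1 FPKM in 1 *Tdp43* oKO FGO library and listed at 0 in the other 3 FGO libraries, as was *Hbb-bs* (15.9 FPKM in the same library). The macrophage marker *Cd68* was higher in *Tdp43* oKO FGO (2.88 ± 0.465 against 0.929 ± 0.283 FPKM, log2 fold change 1.01, adjusted p = 0.0416 with limma), but not called after median-ratio scaling. The granulosa cell genes *Cyp19a1* and *Inha* were not called in FGO (log2 fold changes -0.04 and 0.46). In E2C *Cyp19a1*, which encodes aromatase, was higher in the mutant (2.72 ± 0.356 against 0.799 ± 0.327 FPKM). The neutrophil gene *S100a8* was 161 and 16.7 FPKM in the 1-cell control libraries and 0.699 and 0.176 in the *Tdp43* oKO ones, and *S100a9* (30.3 and 4.53 against 0.497 and 0.816) and the acute-phase gene *Saa3* (60.4 and 5.95 against 0.112 and 1.39) had the same pattern. One control library thus holds most of these 3 transcripts.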

We applied RNA-seq to analyze gene expression for control and *Tdp43*^oKO^ FGO (full-grown oocytes), MII, 1 C (1-cell embryos), E2C and L2C (early and late 2-cell embryos). 

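Across 8924 genes, the Pearson correlation of log2(FPKM + 1) between the replicates of control and of *Tdp43* oKO females was 0.989 and 0.992 in FGO, 0.987 and 0.990 in MII oocytes, 0.982 and 0.990 in 1-cell embryos, 0.980 and 0.967 in E2C and 0.985 and 0.967 in L2C. On ranks (Spearman), the lowest of these was 0.925, for *Tdp43* oKO E2C. *Zscan4c*, a gene of the early 2-cell stage, was 94.9 and 326 FPKM in those 2 libraries and 627 and 516 in the E2C controls. In contrast, it was 54.1 and 46.7 in the *Tdp43* oKO L2C libraries and 3.34 and 4.25 in their controls. *Zscan4c* has near-identical copies, between which reads may be split.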

Our RNA-seq data were well correlated between the replicates (*R* > 0.95, Supplementary Fig. 3a). 

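In *Tdp43* oKO FGO the largest increases were in the zinc-binding metallothionein genes *Mt1* and *Mt2* and in *Cyp2c53-ps*, a cytochrome P450 pseudogene. The largest decreases were in *Ccl2*, which encodes a chemokine, the defensin gene *Defb41* and *Hbq1a*, a globin gene. In MII oocytes, 21 of 78 genes for proteins of the cytoplasmic ribosome and 23 of 75 of the respiratory chain and ATP synthase were higher in the mutant. With an estimated correlation the first list does not pass the set test (adjusted p = 0.198). The second does (0.0354). Across genes, the MII fold change also fell with transcript length (Spearman -0.301), and the lists were not compared with genes of like length. In the same oocytes *Nlrp4e*, an oocyte gene, and the small nucleolar RNA genes *Snora30* and *Snora33* were lower.
With limma and Benjamini-Hochberg adjustment (adjusted p of at most 0.05 and at least 2-fold), 152 up-regulated and 117 down-regulated genes of 8919 tested were called in FGO, 339 up-regulated and 110 down-regulated genes of 7906 in MII oocytes, 144 up-regulated and 203 down-regulated genes of 8211 in 1-cell embryos and 245 up-regulated and 541 down-regulated genes of 6657 in E2C. After median-ratio scaling the numbers were 113 and 101, 335 and 78, 162 and 121, and 328 and 484. On log2(FPKM + 1), the mean Euclidean distance between *Tdp43* oKO and control libraries, with the distances between *Tdp43* oKO and between control replicates in parentheses, was 45.4 in FGO (26.3 and 32.9), 51.6 in MII (28.0 and 34.8), 51.6 in 1-cell embryos (26.8 and 37.2) and 70.2 in E2C (53.1 and 39.5).
The genes called at the previous stage in the same direction were 76 of 449 (16.9%) in MII oocytes, 90 of 347 (25.9%) in 1-cell embryos and 103 of 786 (13.1%) in E2C, where 6.17, 6.58 and 13.8 would be shared by chance. From FGO to 1-cell embryos, 20 genes were up-regulated and 23 down-regulated at all 3 stages, and 12 and 17 of them also in E2C. They include *Mt1*, *Gpx1*, *Hmox1* and *Cdc5l* among the higher genes, and *Tardbp*, *Acat1*, *Nme6* and *Nlrp4e* among the lower ones.
In FGO, *Mt1* was 837 ± 128 against 1.82 ± 1.30 FPKM in *Tdp43* oKO and control (mean ± SD, n = 2 per group; log2 fold change 8.29, standard error 0.29, adjusted p = 1.79e-12), and *Ccl2* was 1.79 ± 0.0865 against 29.3 ± 0.281 FPKM (log2 fold change -3.45, standard error 0.26, adjusted p = 6.45e-08). The fold changes of the other extreme genes were *Mt2* (log2 3.26), *Cyp2c53-ps* (2.70), *Defb41* (-3.21) and *Hbq1a* (-3.38). Of 17 metallothionein and redox genes, 5 were called higher (6 when adjusted over the list alone) and none lower (camera adjusted p = 0.0116, 0.833 with an estimated correlation), among them the peroxidase gene *Gpx1* (34.2 ± 3.44 against 9.76 ± 2.22 FPKM, log2 fold change 1.72, standard error 0.29, adjusted p = 7.09e-04) and the heme oxygenase gene *Hmox1* (1.31). All 7 blood and immune cell genes tested were above control when adjusted over the list alone, 1 when adjusted over all genes and 0 after scaling (adjusted p = 0.00487, 0.993 with an estimated correlation). The 75 mitochondrial ribosomal protein genes were slightly lower as a group (median log2 fold change -0.13, adjusted p = 0.0113, 0.993 with an estimated correlation), with *Mrpl1* alone called (14.6 ± 0.468 against 31.4 ± 1.49 FPKM) and *Mrpl48* (log2 -0.29) and *Mrps33* (-0.33) not called. Single genes of other groups were lower, *Rpl29* (-1.62), *Utp11l* of ribosome biogenesis (-1.33) and the protease gene *Ctsh* (-1.77), or higher, *Ndufa4l2* (1.64), *Uqcrc1* (1.07) and *Ctsd* (1.08). The calls of *Uqcrc1* and *Ctsd* ended after scaling. Of 2014 maternal genes defined from the libraries themselves, 24 were higher and 20 lower, for example *Ptgds* (log2 fold change 2.51), *1300002E11Rik* (-2.99) and *Acat1* (-2.57). Genes activated later were also called in FGO, namely *Cdc5l* (log2 fold change 2.55), *A930015D03Rik* (2.52), *Id1* (2.14), *7420700N18Rik* (2.02), *2410141K09Rik* (1.31), *Nme6* (-2.59), *Cmtm7* (-2.27), *Gsto2* (-2.12) and *Sgcd* (-1.77).
No member was called in FGO among 32 oocyte and maternal-effect genes, 34 proteasome, 48 splicing, 25 elongation factor and 18 tRNA synthetase genes, nor among the Pol II subunit, heat shock, stress, p53 target, importin, lineage factor and *Obox* genes. The highest expressed of them stayed near control, such as *Dppa3* (-0.13), *Oosp1* (-0.41), *Psma2* (-0.24), *Psma7* (0.04), *Snrpe* (-0.0017), *Snrpg* (0.11), *Polr2d* (0.18), *Polr2j* (0.08), *Hsp90aa1* (-0.33), *Hspe1* (-0.12), *Kpna2* (-0.08), *Obox1* (-0.08) and *Obox5* (-0.06). The RNA-binding protein genes *Hnrnpa1* (0.09) and *Hnrnpc* (0.21) were likewise not called, leaving *Tardbp* as the only one called of 26 hnRNP and FET family genes.
In MII oocytes, 21 of 78 cytoplasmic ribosomal protein genes were higher and none lower (camera adjusted p = 7.24e-21, 0.198 with an estimated correlation), with *Rps19* (log2 fold change 2.04), *Rps27* (2.42) and *Rpsa* (1.97). Of 75 respiratory chain and ATP synthase genes, 23 were higher and none lower (adjusted p = 1.44e-21, 0.0354 with an estimated correlation), for example *Cox7c* (161 ± 16.2 against 40.9 ± 5.08 FPKM, log2 fold change 1.95, standard error 0.22, adjusted p = 3.76e-06), *Atp5e* (1.74), *Atp5h* (1.72) and *Ndufa5* (1.72). The mitochondrial ribosomal protein genes had 5 of 67 higher (adjusted p = 0.00467, 0.507 with an estimated correlation), among them *Mrpl33* (log2 fold change 1.88), *Mrpl36* (1.19), *Mrps18c* (1.43) and *Mrps6* (1.37). These counts were the same when adjusted over each list alone. The largest changes besides *Mt1* (4.01) were *Dcpp3* (34.8 against 2.00 FPKM, log2 fold change 3.61), *Dcpp2* (68.0 against 8.37, 2.88), *Snora33* (5.56 against 44.3, -3.002), *Snora30* (4.35 against 38.4, -2.80) and *Nlrp4e* (15.8 against 83.3, -2.33). Of 32 oocyte genes, 3 were higher, *Khdc3* (log2 fold change 1.84), *Zp3* (1.40) and *Figla* (1.17), which act in early cleavage, the zona pellucida and the follicle. Genes defined as minor and major ZGA genes from the libraries were more often higher than lower (73 and 4 of 407, adjusted p = 1.18e-15, 0.0354 with an estimated correlation; 74 and 4 of 653, adjusted p = 6.83e-10, 0.353 with an estimated correlation), and the group includes *Bfsp1* (log2 fold change 2.39), *Dcpp1* (2.38), *Rps27rt* (2.63), *Trap1a* (1.70) and *Id2* (1.58). Both groups were chosen for low values in the same control MII libraries, or for a rise from them. This by itself favours higher mutant values. The maternal genes, chosen for high values in these libraries, had 39 higher and 45 lower of 2018 (set test lower, adjusted p = 2.96e-04, 0.507 with an estimated correlation). The opposite bias applies to them. The set test also placed higher the proteasome list (1 of 33 called, adjusted p = 0.00932, 0.507 with an estimated correlation) and the Pol II subunits (1 of 11, adjusted p = 0.0362, 0.421 with an estimated correlation). It did so for the metallothionein and redox genes (6 of 17, adjusted p = 1.60e-04, 0.0667 with an estimated correlation) and the paper's minor ZGA list (4 of 10, adjusted p = 5.26e-04, 0.203 with an estimated correlation). Single called genes of other lists were *Psmb7* (log2 fold change 2.10), *Polr2l* (1.47), *Lsm4* (1.53), *Lsm6* (1.38), *Leo1* (1.06), *Dnaja1* (1.099), *Kpna2* (1.01), *Ddit3* (1.17), *Mrto4* (1.15), *Nop14* (-1.04) and *Grn* (-1.22), of which *Nop14* was not called after scaling. Across 7218 genes matched to a transcript length, the MII fold change fell with length (Spearman -0.301). The median log2 fold change was 0.21 in the 25% of genes with the shortest transcripts and -0.17 in the 25% with the longest. The list tests in MII oocytes took no account of length. At most 2 libraries per group stand behind each call, and the exact permutation p of 2 libraries against 2 is never below 0.333.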

Principal component analysis (PCA) suggested that the expression levels of genome-wide mRNAs were similar between the control and *Tdp43*^oKO^ of FGOs and MII, 1 C and E2C (Fig. 2a), with few differently expressed genes (DEGs) (Supplementary Fig. 3b–e), and the majority of DEGs did not originate from the previous developmental stage (Supplementary Fig. 3f–h). These results indicate a mild, if any, defect in the *Tdp43*^oKO^ oocytes and early embryos before the early 2-cell stage.

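In late 1-cell embryos the mutant libraries held more transcripts of genes that mark the early 2-cell burst, such as *Gm5662*, *Gm4027* and *Gm8300*, and in E2C they held fewer of them. With an estimated correlation the list of these genes does not pass the set test at either stage (adjusted p = 0.212 and 0.333). The metallothionein gene *Mt1* stayed higher from the oocyte to E2C. In E2C the mutant had less of *Spic*, which encodes an Ets-family transcription factor, *Timd2*, *Obox3* and *Obox6*, and of several ribosomal protein genes. Oocyte genes such as *Khdc3* and *Nlrp5*, which encode proteins of the subcortical maternal complex, were higher in mutant E2C.
In 1-cell embryos, 10 of 14 2-cell burst genes were called higher and none lower (camera adjusted p = 2.80e-12, 0.212 with an estimated correlation), as were 17 of 29 genes of the paper's minor ZGA list, with none lower (adjusted p = 5.22e-19, 0.124 with an estimated correlation). Adjusted over the list alone, 1 minor ZGA gene was lower. Examples are *Gm5662* (10.4 ± 5.29 against 0.359 ± 0.214 FPKM, log2 fold change 2.99, standard error 0.31, adjusted p = 3.42e-06), *BB287469* (log2 2.89), *Gm4027* (2.80) and *Gm8300* (2.57), which belong to families of near-identical copies. *Mt1* was 319 ± 1.86 against 3.70 ± 2.05 FPKM (log2 fold change 6.16, adjusted p = 2.53e-10), and 4 of 17 metallothionein and redox genes were higher (adjusted p = 0.00761, 0.288 with an estimated correlation), including *Gpx1* (log2 fold change 1.19), *Hmox1* (1.28) and *Mt2* (1.85). Other large changes were *Dph6* (44.4 against 4.94 FPKM, log2 fold change 2.93), *Gm19757* (0.146 against 34.9, -4.97), *Saa3* (0.751 against 33.2, -3.66) and *Defb41* (1.61 against 20.3, -2.996), besides *S100a8* (-5.25) and *S100a9* (-2.995).
Small numbers of genes of other groups changed in 1-cell embryos. The ribosomal protein genes *Rps2* (2.71) and *Rpl5* (1.499) were higher and *Rpl24* (-1.18) lower, with 4 and 1 of 78 called in all (adjusted p = 7.98e-04, 0.797 with an estimated correlation). The lysosomal genes *Ctsh* (-1.5003) and *Grn* (-1.20) and the mitochondrial ribosomal protein genes *Mrpl54* (-1.49), *Mrpl48* (-1.06) and *Mrpl1* (-1.04) were lower, the last 2 as deposited alone. Higher genes included *Hspa8*, a chaperone gene (1.92), *Psma5* (1.30), *Psmb1* (1.01), *Lsm5* (1.51), *Snrpd2* (1.01), *Leo1* (1.14), *Dnajb9* (1.04), *Mrps28* (1.03), *Cdc5l* (2.43), *Snhg3* (2.06) and *Gt(ROSA)26Sor* (2.51), and lower ones *Dnajb1* (-1.36), *Snrpa1* (-1.05, as deposited alone), *Utp11l* (-1.35), *Nme6* (-1.92) and *Spink2* (-2.54). Major ZGA genes defined from the libraries had 18 higher and 13 lower of 719, and here the median log2 fold change (-0.01) and the direction of the set test (higher, adjusted p = 0.0115, 0.856 with an estimated correlation) differ in sign. The minor ZGA genes so defined, chosen in part by these control libraries, had 33 and 35 of 478, and the maternal genes 20 and 48 of 1998. No oocyte, *Obox*, Pol II subunit or respiratory chain gene was called as deposited (1, 1, 0 and 1 higher after scaling), with *Dppa3* (0.21), *Oosp3* (0.49), *Obox5* (0.64), *Polr2g* (0.49) and *Ndufa4* (0.32) among the highest expressed. The set test nevertheless placed the respiratory chain (adjusted p = 7.98e-04, 0.506 with an estimated correlation) and splicing lists (adjusted p = 0.00761, 0.506 with an estimated correlation) higher. It also placed higher the Pol II subunit (adjusted p = 0.0297, 0.506 with an estimated correlation) and stress response lists (adjusted p = 0.0297, 0.506 with an estimated correlation). The proteasome list was higher as well (adjusted p = 0.0410, 0.797 with an estimated correlation).
In E2C, 24 of 35 burst genes were lower and none higher (camera adjusted p = 2.57e-10, 0.333 with an estimated correlation; 22 after median-ratio scaling), and 33 of 59 minor ZGA genes of the paper were lower with 2 higher (adjusted p = 7.30e-10, 0.347 with an estimated correlation). *Gm2016* was 60.7 ± 43.6 against 332 ± 51.5 FPKM (log2 fold change -2.63, standard error 0.46, adjusted p = 6.12e-04), and *B020004C17Rik* (log2 fold change -3.33), *Gm4850* (-3.02), *Gcsh* (-2.75), *Gm2022* (-2.63) and *Gm5039* (-2.42) were also lower. Of 413 genes of the paper's major ZGA list, 167 were already lower (173 over the list alone) and 3 higher, including *Timd2* (0.375 against 44.5 FPKM, log2 fold change -5.04), *Spic* (1.87 against 46.1, -4.08), *1600025M17Rik* (0.0544 against 17.6, -4.14) and *Gm11517* (0.491 against 21.0, -3.97). The library-defined minor ZGA genes had 7 higher and 161 lower of 528 (adjusted p = 3.65e-10, 0.333 with an estimated correlation), but they were chosen for high values in the same control E2C libraries or in 1-cell embryos. This by itself favours lower mutant values. The library-defined major ones had 16 and 169 of 732 (adjusted p = 1.08e-07, 0.438 with an estimated correlation), among them *Pabpn1* (log2 fold change -2.91) and *Nme6* (-2.64), and over the lists alone 174 and 184 were lower.
Of 79 ribosomal protein genes, 25 were lower (26 over the list alone) and 4 higher (adjusted p = 4.44e-06, 0.513 with an estimated correlation), among them *Rps27* (log2 fold change -2.68), *Rpl9* (-2.25), *Rps26* (-2.23) and *Rpl23a* (-2.22). The *Obox* genes split, with *Obox6* (2.18 against 43.2 FPKM, log2 fold change -3.91), *Obox3* (5.40 against 35.0, -2.55), *Obox1* (4207 against 1872, 1.07) and *Obox2* (939 against 408, 1.11). In contrast, 4 of 32 oocyte and maternal-effect genes were higher (adjusted p = 8.25e-05, 0.438 with an estimated correlation), *Khdc3* (log2 fold change 2.57), *Nlrp5* (1.72), *Nlrp9b* (1.12) and *Ooep* (1.03). The maternal genes of the libraries had 108 higher and 52 lower of 1824 (set test higher, adjusted p = 3.63e-04, 0.513 with an estimated correlation), while their median log2 fold change was -0.01 and their mean 0.04. *Gm813* (345 ± 79.9 against 47.0 ± 21.1 FPKM), *Fbxw19* (2.78) and *Fbxw22* (2.56) were among them. Respiratory chain genes were higher in 7 and lower in 1 of 71 cases (adjusted p = 0.00105, 0.490 with an estimated correlation), with *Ndufb3* (log2 fold change 1.79), *Uqcrb* (1.72), *Ndufs5* (1.66) and *Ndufb4* (1.46), and proteasome genes in 4 and 3 of 32 (adjusted p = 0.00122, 0.490 with an estimated correlation), with *Psma5* (log2 fold change 1.75), *Psma2* (1.63), *Psma7* (1.30) and *Psmb5* (-1.73). Lysosomal genes were lower in 6 of 14 (adjusted p = 0.0127, 0.438 with an estimated correlation), such as *Cd63* (log2 fold change -2.84), *Ctsl* (-2.17) and *Gla* (-1.84), and the importin genes *Ipo7* (-1.34) and *Kpna1* (-1.22) were lower, the only called ones of 10 (adjusted p = 0.0210, 0.333 with an estimated correlation). The set test also placed the tRNA synthetase list higher (adjusted p = 0.0320, 0.438 with an estimated correlation). Further called genes were *A330069E16Rik* (log2 fold change 2.90), *Mrps28* (2.20), *Mrpl49* (-1.97), *Mrpl20* (-1.57), *Mrpl48* (-1.53), *Emg1* (1.95), *Mak16* (-2.17), *Nop16* (-1.99), *Nhp2* (-1.91), *Lsm5* (1.81), *Snrnp25* (-1.498), *Snrpc* (-1.74), *Srsf7* (-1.40), *Hnrnpf* (1.31), *Syncrip* (-1.12), *Polr2e* (-1.75), *Supt4a* (-1.30), *Lars* (1.59), *Nars* (1.05), *Prdx4* (-1.79), *Dnajb9* (-1.40), *Cct6a* (-1.47) and *Hspa4* (-1.05). No lineage factor or p53 target gene was called as deposited (1 p53 target higher after scaling), for instance *Klf17* (log2 fold change 0.53), *Gata3* (-0.04), *Trp53inp1* (0.15) and *Rrm2b* (-0.11). With an estimated correlation, no list of the 1-cell or E2C comparison passes the set test as deposited. After median-ratio scaling 1 does, the library-defined minor ZGA genes in E2C (adjusted p = 0.0374).
From the PCA, the few DEGs and the small share of DEGs carried over between stages, the paper proposes that any defect before the early 2-cell stage is mild.

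**Figure D1:**
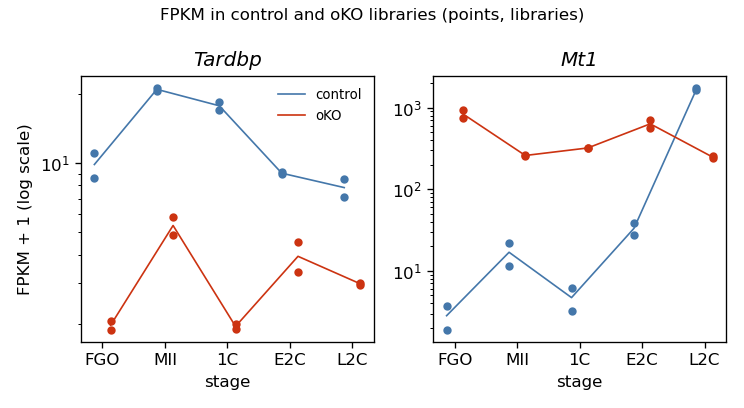
*Tardbp* and *Mt1* in control and *Tdp43* oKO oocytes and embryos. Points are libraries, lines join the means, and the axis is FPKM + 1 on a log scale.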

**Fig. 2:**
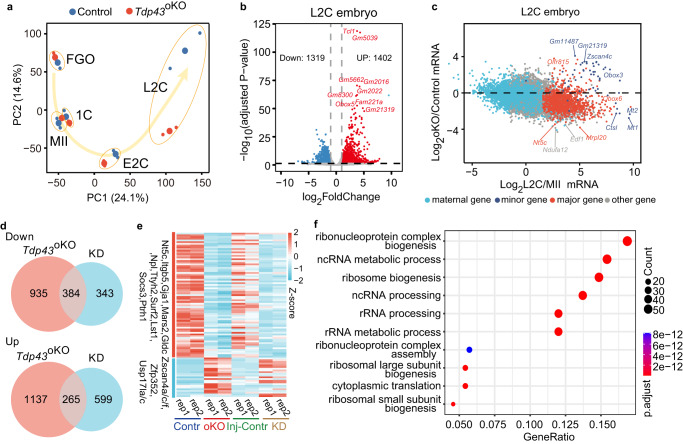
Disruption of maternal *Tdp43* leads to abnormal occurrence of ZGA in mouse two-cell embryos. **a** Principal component analysis for RNA-seq data of FGO (full-grown oocytes), MII (MII oocytes), 1 C (late 1-cell embryos), E2C (early 2-cell embryos) and L2C (late 2-cell embryos) from control and *Tdp43*^oKO^ females. **b** Volcano plots showing the differently expressed genes (DEGs) between control and *Tdp43*^oKO^ L2C. 1402 and 1319 representing the number of the genes with significantly up- and down-regulated expression in *Tdp43*^oKO^ L2C compared with the control L2C (adjusted by *P*-value ≤ 0.05; fold change ≥ 2). *P*-values were calculated by Wald significance tests and adjusted with Benjamini and Hochberg method with DESeq2. **c** Scatter plot showing mRNA fold-change (log 2 ratio) between control and *Tdp43*^oKO^ group (oKO) of L2C (*Y*-axis), as well as mRNA fold-change between MII and L2C (*X*-axis). Light blue, dark blue, red, and gray dots delineate maternal, minor ZGA, major ZGA, and other genes, respectively. **d** Venn diagram showing the number of overlapped genes with the down- and up-regulated expression in both L2C group (*Tdp43*^oKO^, oKO; KD group, knock-down by the Trim-away with TDP-43 antibody and the embryos injected IgG and Trim21 were used as the Injection control, Inj-Contr). **e** Heat map showing the ZGA genes affected in both *Tdp43*^oKO^ and KD L2C embryos. rep, repeat sample. **f** GO terms of the down-regulated genes that were affected in both *Tdp43*^oKO^ (**b**) and KD L2C embryos (Fig. S4e). *P*-values were calculated through one-sided hypergeometric test. The size of dots represents the number of specific genes.

By contrast, substantial differences in gene expression appeared at the late 2-cell stage between control and *Tdp43*^oKO^ embryos as indicated by the PCA analysis (Fig. 2a). 

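Late 2-cell embryos differed between the genotypes in 2 ways. Transcripts of the early 2-cell burst, such as *Zscan4c* and *Zfp352*, were above control in the mutant, and many transcripts for ribosomes, mitochondria and proteasomes were below control. With an estimated correlation the burst list passes the set test (adjusted p = 0.0484), while the ribosome, mitochondria and proteasome lists do not (0.221 to 0.241). After median-ratio scaling 34 in place of 58 of 78 respiratory chain genes and 16 in place of 30 of 35 proteasome genes were lower. The genotypes were 113 apart on log2(FPKM + 1), against 40.9 between the *Tdp43* oKO replicates and 32.0 between the control replicates. The mean correlation of *Tdp43* oKO with control libraries was 0.838 in L2C and 0.939 in E2C, 0.965 in 1-cell embryos, 0.968 in MII oocytes and 0.976 in FGO. The FPKM values of a *Tdp43* oKO L2C library summed to 125489 ± 1731, and those of a control L2C library to 212514 ± 4825 (SD, n = 2). The values of a gene in L2C therefore depend on the scale on which the libraries are compared.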

Compared with the control, we identified 1402 up-regulated genes and 1319 down-regulated genes in *Tdp43*^oKO^ L2C embryos (adjust *p*-value, 0.05; Fold change, 2) (Fig. 2b). 

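The genes with the largest increases in *Tdp43* oKO L2C include *Gm21293*, *Gm21304* and *Gm6763*, between which and similar copies reads may be split. Among the genes with the largest decreases are *Uqcrb* and *Ndufa12* of the respiratory chain, *Mrpl20* and *Mrpl33* of the mitochondrial ribosome, *Cox17*, a copper chaperone, and *Rpl30* of the cytoplasmic ribosome. Genes for proteasome subunits, rRNA processing and lysosomal proteases also fell (as lists with the preset correlation of the set test alone), while oocyte genes such as *H1foo*, the oocyte linker histone, and *Oosp1* were above control. *Mt1*, higher in the mutant at every earlier stage, fell below control in L2C.
Of 7760 genes tested, 528 were up-regulated and 3158 down-regulated on the values as deposited (limma, adjusted p of at most 0.05, at least 2-fold), and 1287 and 1292 after median-ratio scaling. The median log2 fold change was -0.79 and -0.12. On both scales 528 genes rose and 1292 fell, and no gene was called in opposite directions. Of the 3686 genes called as deposited, 300 (8.14%) had been called in the same direction in E2C, where 196 would be shared by chance, and 139 in the opposite one. After scaling these were 191, 111 and 150 of 2579.
The largest increases were *Gm21293* (357 against 16.9 FPKM, log2 fold change 4.52), *Gm21304* (332 against 16.9, 4.395), *Gm6763* (347 against 17.8, 4.37), *Gm11758* (105 against 3.88, 4.34), *Gm8764* (333 against 19.7, 4.25), *Gm11487* (52.2 against 2.13, 4.24), *Gm21312* (271 against 15.5, 4.23), *LOC101055863* (91.5 against 4.59, 4.06), *LOC100862015* (88.2 against 4.59, 4.01) and *Gm11236* (87.8 against 4.59, 4.01). The largest decreases were *Uqcrb* (10.9 against 233 FPKM, log2 fold change -4.33), *Trappc2l* (8.67 against 164, -4.13), *Ndufa12* (1.45 against 34.4, -3.86), *Mrpl20* (8.60 against 133, -3.81), *Ict1* (1.22 against 27.3, -3.73), *Armc12* (0.729 against 21.3, -3.69), *Cox17* (17.5 against 222, -3.61), *Mrpl33* (5.03 against 68.5, -3.54), *Gm12191* (59.4 against 675, -3.51) and *Rpl30* (51.1 against 579.6, -3.50). For *Uqcrb*, the standard error was 0.31 and the adjusted p 6.48e-09, and for *Gm21293* 0.49 and 3.81e-07 with limma (n = 2 per group). The log2 fold changes after scaling were -3.48 and 5.45.
The cytoplasmic ribosomal protein genes were 77 lower as deposited and 55 after scaling, of 79 (camera adjusted p = 6.84e-13, 0.221 with an estimated correlation), with *Rpl14* (log2 fold change -2.90), *Rpl27* (-2.83) and *Rpl35a* (-2.83). The genes of ribosome biogenesis and rRNA processing were 97 lower as deposited and 49 after scaling, of 108 (adjusted p = 4.27e-10, 0.221 with an estimated correlation), for example *Rrp15* (9.89 ± 1.11 against 94.1 ± 1.82 FPKM, log2 fold change -3.13, standard error 0.18, adjusted p = 1.05e-09) and *Rpf2* (log2 fold change -3.33), *Exosc5* (-3.15) and *Rpp30* (-2.96). Mitochondrial ribosomal protein genes had 1 higher and 61 lower of 75 as deposited, and 2 and 44 after scaling (adjusted p = 3.70e-06, 0.241 with an estimated correlation), with *Mrpl53* (log2 fold change -3.37) and *Mrps12* (-3.08), and respiratory chain genes 4 higher and 58 lower of 78 as deposited, and 7 and 34 after scaling (adjusted p = 4.29e-05, 0.225 with an estimated correlation), with *Cox7c* (log2 fold change -3.20) and *Ndufc1* (-3.09). The proteasome genes were 30 lower as deposited and 16 after scaling, of 35 (adjusted p = 7.09e-06, 0.221 with an estimated correlation), such as *Psma5* (log2 fold change -3.18), *Psma6* (-3.35), *Psmb4* (-3.40) and *Psmc1* (-2.78). The splicing genes had 0 higher and 35 lower of 50 as deposited, and 2 and 13 after scaling (adjusted p = 0.00165, 0.221 with an estimated correlation), with *Snrpd2* (log2 fold change -2.66), *Snrpa1* (-2.56), *Lsm8* (-2.43) and *Sf3b6* (-2.42), and the lysosomal genes 1 higher and 14 lower of 18 as deposited, and 1 and 9 after scaling (adjusted p = 0.0264, 0.325 with an estimated correlation), with *Ctsc* (log2 fold change -2.72), *Npc2* (-2.45), *Cd63* (-2.42) and *Ctsl* (-2.26). In all these lists the counts were the same when adjusted over the list alone.
Genes that act in Pol II transcription went in part the same way. The Pol II subunit genes had 0 higher and 9 lower of 12 as deposited, and 2 and 6 after scaling (set test not passed, adjusted p = 0.0751), with *Polr2h* (log2 fold change -3.04), *Polr2i* (-2.68), *Polr2e* (-2.64) and *Polr2k* (-2.33), and the P-TEFb, pausing and elongation genes were 16 lower as deposited and 4 after scaling, of 29 (adjusted p = 0.0277, 0.325 with an estimated correlation), with *Ell2* (log2 fold change -2.35), *Supt4a* (-2.29), *Supt5* (-2.07) and *Nelfe* (-1.82). *Ccnt1* and *Ccnt2*, which encode the cyclins of P-TEFb, were lower as deposited (5.39 ± 0.0124 against 14.1 ± 0.677 FPKM and 2.57 ± 0.527 against 6.73 ± 0.0912 FPKM) but not called after scaling (log2 fold changes -0.44 and -0.42), and *Cdk9* and *Nelfa* were called on neither scale (-0.86 and 0.01 as deposited). The hnRNP and FET genes were 16 lower as deposited and 1 after scaling, of 27 (adjusted p = 0.0239, 0.174 with an estimated correlation), and of *Hnrnpm* (-1.86), *Hnrnpab* (-1.85), *Hnrnpc* (-1.56) and *Hnrnph2* (-1.54) only *Hnrnpm* was called on both scales. The tRNA synthetase genes were 10 lower as deposited and 6 after scaling, of 15 (adjusted p = 0.0473, 0.325 with an estimated correlation), with *Rars* (log2 fold change -2.44), *Hars* (-2.31), *Eprs* (-1.87) and *Nars* (-1.80). After scaling, none of the lists in this paragraph passed the set test with the preset correlation. The camera adjusted p was 0.0957 for Pol II subunits, 0.0678 for elongation, 0.186 for hnRNP and FET and 0.0678 for tRNA synthetase genes.
The importin genes had 0 higher and 8 lower of 16 as deposited, and 1 and 4 after scaling, with *Ipo5* (log2 fold change -2.06), *Kpnb1* (-1.85), *Ipo11* (-1.71) and *Kpna4* (-1.53), while *Kpna6* was not called (-0.63) and *Kpna7* was called higher after scaling alone (1.30). Heat shock genes had 1 higher and 13 lower of 20 as deposited, and 2 and 5 after scaling, and subunit genes of the CCT chaperonin were among the lower ones, *Cct6a* (log2 fold change -2.38), *Tcp1* (-2.23), *Cct4* (-2.21) and *Cct5* (-2.14). Stress response genes had 1 higher and 5 lower of 14 as deposited, and 2 and 2 after scaling, of which *Ddit3* rose (1.42), *Psat1* (-2.72) and *Phgdh* (-1.66) of serine synthesis fell, and *Trib3* was called as deposited alone (-1.41). The p53 target genes had 0 higher and 5 lower of 12 as deposited, and 1 and 2 after scaling, with *Bax* (log2 fold change -1.73), *Ei24* (-1.70), *Gadd45a* (-1.60) and *Aen* (-1.48), of which *Bax* and *Aen* were called on both scales. Lineage factor genes had 0 higher and 4 lower of 13 as deposited, and 2 and 2 after scaling, with *Nr5a2* (log2 fold change -1.76), *Tead4* (-1.73), *Sall4* (-1.502) and *Prdm14* (-1.20), of which *Nr5a2* and *Tead4* were called on both. Metallothionein and redox genes had 0 higher and 8 lower of 16 as deposited, and 4 and 3 after scaling, with *Mt1* at 246 ± 7.52 against 1679 ± 78.0 FPKM (-2.76 as deposited, -1.85 after scaling) and *Mt2*, *Gpx4* and *Prdx5* at -2.36, -2.14 and -2.12, of which *Mt2* was not called after scaling. None of these 6 lists passed the set test. *Dppa2* (-2.03) and *Dppa4* (-2.26), which act in chromatin of early embryos, and *Edf1* (-3.49) fell, and *Trim24* was lower as deposited alone (-1.05). Of markers of other cells, *Ldhc* was lower (-1.88), *Hba-a1* (0.64) and *Ovgp1* (0.10) were not called, and no cumulus or granulosa gene passed the expression filter.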

Maternal RNA degradation and ZGA are two major events during mammalian maternal to zygotic transition^2^. 

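Maternal genes in L2C embryos were called in both directions. Transcripts of *H1foo*, *Zar1* and *Rfpl4*, which are expressed in oocytes, and of the replication-dependent histone gene *Hist1h4d* were higher in *Tdp43* oKO L2C than in control. Whether they were lost more slowly or newly made was not tested. *Gm813*, already higher in mutant E2C, also rose. The group was defined from the libraries themselves, by FPKM over 5 in control MII oocytes and at least 3-fold less in injection-control L2C embryos, so that neither side of the comparison entered the definition.
Of 1645 maternal genes, 226 were higher and 242 lower as deposited, and 581 higher and 50 lower after median-ratio scaling. 226 rose and 50 fell on both scales. The median log2 fold change was -0.13 and the mean -0.05 as deposited, while camera, which sets the list against all other genes, placed it higher (adjusted p = 2.51e-15, 0.172 with an estimated correlation). After scaling the median was 0.61 and the set test was also passed with an estimated correlation (adjusted p = 0.0323). Examples are *H1foo* (77.5 ± 55.4 against 7.42 ± 3.00 FPKM, log2 fold change 3.06, standard error 0.46, adjusted p = 1.88e-05) and *Hist1h4d* (82.1 ± 21.3 against 4.79 ± 2.14 FPKM, log2 fold change 3.87, standard error 0.42, adjusted p = 3.59e-07), and *Gm813* (log2 fold change 3.49), *Snora74a* (3.16), *Rfpl4* (2.57) and *Zar1* (2.07). In the separate list of 31 oocyte and maternal-effect genes, 14 were higher and 1 lower, and 25 and 0 after scaling (adjusted p = 2.77e-14, 0.0611 with an estimated correlation, and 0.0323 with both), including *Oosp1* (1807 ± 133 against 474 ± 119 FPKM) and *Tcl1* (891 ± 16.7 against 115 ± 1.48 FPKM), a maternal gene. The paper defined maternal genes on another dataset, and its list was not analysed here.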

The global maternal RNA degradation was not evidently affected in TDP-43 mutants compared with the control (Fig. 2c, Supplementary Fig. 4a). By contrast, many minor ZGA genes which should be decreased in L2C showed the up-regulated expression, and substantial major ZGA genes showed the down-regulated expression when compared with their controls (Fig. 2c). 

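Minor ZGA genes above control in *Tdp43* oKO L2C include *Zscan4a*, *Zscan4c* and *Zscan4f*, which mark the early 2-cell embryo, the zinc finger gene *Zfp352*, the deubiquitinase genes *Usp17la* and *Usp17lc*, and *Gm2016*, *Gm2022* and *Gm5039* of a multicopy family. Major ZGA genes that fell include *Nt5c*, a nucleotidase gene, *Gldc* of the glycine cleavage system, *Itgb5*, an integrin gene, *Gja1*, which encodes connexin 43, and *Mars2*, the mitochondrial methionyl-tRNA synthetase gene. *Obox5* rose as well and *Obox6* did not fall on both scales.
*Zscan4c* was 50.4 ± 5.27 against 3.79 ± 0.645 FPKM in *Tdp43* oKO and control (SD, n = 2; log2 fold change 3.43, standard error 0.33, adjusted p = 9.59e-08 with limma). Likewise higher on both scales were *Zfp352* (83.3 ± 9.90 against 13.1 ± 3.79 FPKM, log2 fold change 2.61, standard error 0.29, adjusted p = 4.38e-07), *Zscan4a* (log2 3.24), *Zscan4f* (3.29), *Gm2016* (3.13), *Gm2022* (3.102), *Gm5039* (3.43), *Gm21319* (3.46), *Gm5662* (2.82), *Gm8300* (2.62), *Fam221a* (2.76), *Usp17la* (2.36), *Usp17lc* (1.74) and *Defb13* (2.46). *Nt5c* was 0.150 ± 0.00825 against 11.6 ± 1.39 FPKM (log2 fold change -3.45, standard error 0.33, adjusted p = 8.58e-08), and lower on both scales were *Gldc* (1.63 ± 0.725 against 9.25 ± 0.489 FPKM, log2 fold change -1.99, standard error 0.20, adjusted p = 1.38e-07), *Surf2* (log2 -3.34), *Ttyh2* (-2.70), *Ctsa* (-2.39), *Npl* (-2.29), *Gja1* (-2.25), *Lst1* (-2.25), *Socs3* (-2.02), *Itgb5* (-2.001), *Mars2* (-1.96) and *Rusc1* (-1.48). The 2-cell burst list had 29 of 35 genes higher and none lower as deposited, and 32 higher after scaling (camera adjusted p = 3.00e-30, 0.0484 with an estimated correlation), with *Gm4340* (log2 fold change 3.92) and *Gm4027* (3.72). Of 5 *Obox* genes, 4 were higher (adjusted p = 1.83e-04, 0.172 with an estimated correlation), *Obox5* (log2 fold change 2.47), *Obox2* (2.37), *Obox1* (2.18) and *Obox3* (1.36), whereas *Obox6* was lower as deposited (-1.501) and not called after scaling (-0.59). *Dux* (0.227 ± 0.0961 FPKM in *Tdp43* oKO, listed at 0 in control), *Acrv1*, *Tead1* and *Tbc1d1* were below the expression filter, and *Pou5f1* was not called (0.02). Reads of the *Zscan4*, *Usp17l*, *Obox* and Gm copies may be split between near-identical genes.

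**Figure D2:**
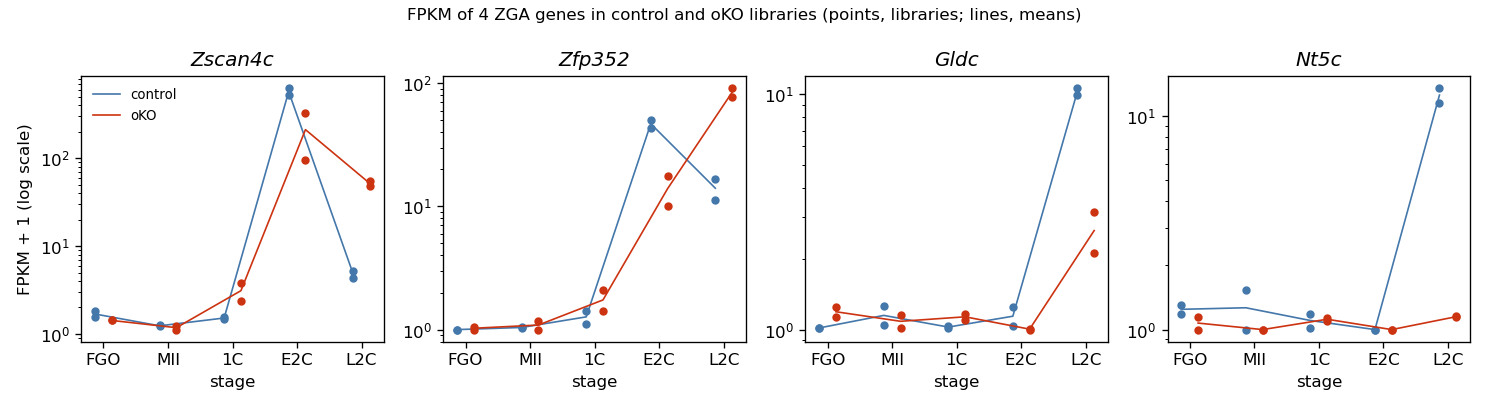
The minor ZGA genes *Zscan4c* and *Zfp352* and the major ZGA genes *Gldc* and *Nt5c* by stage in control and *Tdp43* oKO embryos. Points are libraries, lines join the means, and the axis is FPKM + 1 on a log scale.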

About 56.9% of minor ZGA genes (37/65) were significantly up-regulated and ~23.7% of major ZGA genes (263/1107) were significantly down-regulated in the *Tdp43*^oKO^ L2C embryos. 

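The paper's own ZGA lists divide the genes in the same way. Minor ZGA genes such as *Gm428* rose in *Tdp43* oKO L2C, and major ZGA genes such as *Nt5c* fell, although some genes listed as major, for example *Gm8994* and *Olfr815*, an olfactory receptor gene, rose. The copy of the lists used here has 64 different minor and 1106 major ZGA genes.
Of 57 minor ZGA genes tested, 39 were higher and 7 lower as deposited, and 44 and 4 after median-ratio scaling (camera adjusted p = 5.17e-28, 0.0566 with an estimated correlation). Of 950 major ZGA genes tested, 30 were higher and 573 lower as deposited, and 81 and 261 after scaling. The median log2 fold changes were 2.01 and -1.22 as deposited. Adjusted over each list alone, the counts were unchanged. *Gm428* was 103 ± 3.51 against 5.86 ± 1.22 FPKM (log2 fold change 3.94), *Gm8994* 46.2 ± 3.29 against 2.69 ± 0.280 FPKM (3.68) and *Olfr815* 24.8 ± 10.6 against 0.854 ± 0.420 FPKM (3.75). The lists were defined on another dataset and so are independent of these libraries, but values of some of their genes in the paper's source data had been seen before the analysis was planned.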

Altogether, these results suggest that the depletion of maternal TDP-43 leads to an aberrant transition from minor ZGA to major ZGA.

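Genes defined as ZGA genes from the control libraries themselves separate less sharply for minor ZGA than the paper's list does. Minor ZGA genes so defined went both ways in *Tdp43* oKO L2C, with the repeated families *Gm21293* and *Gm6763* up, and major ZGA genes went mostly down, with *Trappc2l*, which encodes a vesicle tethering subunit, and *Ndufa12* among them. Exceptions among the major ones are *LOC100502896* (3.91) and *Gm428*, which rose.
Of 432 library-defined minor ZGA genes, 87 were higher and 163 lower as deposited, and 127 and 82 after scaling. Their median (-0.56) and mean (-0.28) log2 fold changes were negative as deposited, while the set test against all other genes placed them higher (camera adjusted p = 3.96e-04, 0.284 with an estimated correlation). Of 1135 major ZGA genes, 21 were higher and 819 lower, and 61 and 452 after scaling (adjusted p = 4.27e-10, 0.221 with an estimated correlation). Of 24 lists tested in L2C, 17 passed the set test with the preset correlation and 1, the 2-cell burst list, with an estimated one (after scaling 14 and 3).
The effect of the genotype also differed between stages. The largest rises from the E2C to the L2C effect were in *Gm11758* (difference of log2 fold changes 7.20), *Gm11757* (6.63) and *Gm13871* (6.44), and the largest drops in *Mt1* (-7.03), *Uqcrb* (-6.06) and *Eif3m* (-5.18). The paper takes minor ZGA genes up-regulated and major ZGA genes down-regulated in L2C together, and proposes that the transition from minor to major ZGA is aberrant without maternal TDP-43.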

To further confirm the aberrant ZGA is directly caused by TDP-43 depletion in *Tdp43*^oKO^ L2C embryos, we knocked down TDP-43 protein in mouse 1-cell embryos using Trim-away with the specific antibody against TDP-43 and cultured these embryos to the L2C stage (Materials and Methods)^35^. 

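The Trim-away libraries come from embryos injected before the PN2 stage with *Trim21* mRNA and either TDP-43 antibody or IgG, cultured to L2C and collected 48 h after HCG, 20 embryos per library and 2 libraries per group. *Trim21*, which encodes the ubiquitin ligase that Trim-away uses, was 56.4 and 54.1 FPKM in the libraries titled KD and 44.5 and 57.8 in the injection controls, and at most 0.106 in every other library. The injected mRNA is therefore present in both groups. *Tardbp* was 3.65 and 3.85 in the libraries titled KD and 5.29 and 5.95 in the injection controls (log2 fold change -0.48, standard error 0.23, adjusted p = 0.114 with limma). Trim-away acts on the protein, so this mRNA level does not check the labels.
The titles and the genotype tags of these 4 libraries are crossed, in that the libraries titled KD are tagged WT and the libraries titled NC are tagged knockdown. The titles were followed here, and every direction drawn from these libraries would reverse if the tags were right. The paper reports that TDP-43 protein was knocked down in KD embryos and that ZGA genes changed in KD in the direction they changed in *Tdp43* oKO embryos, which is also the direction found here when the titles are followed. Hemoglobin transcripts differed between the groups without being called (*Hba-a1*, 111 and 138 in the libraries titled KD against 69.6 and 48.4 FPKM, log2 fold change 1.08; *Hba-a2*, 0.84), and *Wfdc2*, an oviduct gene, was 2.64 and 2.10 in the libraries titled KD and listed at 0 in the controls. The cumulus gene *Tnfaip6* (0.73), the cilium gene *Tekt1* (-0.07) and the sperm genes *Ldhc* (0.16) and *Odf2* (0.66) were not called.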

TDP-43 was efficiently knock-down in the embryos that were injected with *Trim21* mRNA and the antibody against TDP-43 (hereafter KD embryos), but not in the Inj-Contr (injection control with *Trim21* mRNA and IgG), probably because of TDP-43 localization in the cytoplasm until early 2-cell stage (Fig. 1b, Supplementary Fig. 4b). We collected twenty KD and Inj-Contrl embryos for Smart-seq2 analysis. 

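For the Trim-away experiment, the Pearson correlation of log2(FPKM + 1) was 0.979 between the 2 libraries titled KD and 0.977 between the 2 injection controls, and on ranks 0.962 and 0.961. *Zscan4c*, one of several near-identical copies, was 163 and 148 FPKM in the libraries titled KD and 24.0 and 24.2 in the controls. The distance between the groups was 71.1, against 38.7 and 43.0 within them. A microRNA gene, *Mir6236*, differed between the replicates titled KD (33.5 and 0.376 FPKM).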

Our results showed that these RNA-seq data were well correlated between the replicates (Supplementary Fig. 4c, d). Compared with the Inj-Contrl, 727 and 864 genes were identified to be down-regulated and up-regulated in KD L2C embryos by RNA-seq analysis (adjust *p*-value, 0.05; Fold change, 2) (Supplementary Fig. 4e), respectively, including plenty of ZGA genes (Supplementary Fig. 4f, g). Among these genes, ~52.8% (384/727) also showed down-regulation in *Tdp43*^oKO^ embryos, and ~30.7% (265/864) were also up-regulated in *Tdp43*^oKO^ embryos (Fig. 2d). 

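In the libraries titled KD, which are tagged WT, the genes with the largest increases include *Wbp5*, *Ctag2* and *B4galt4*, a galactosyltransferase gene, and the *Zscan4* family rose as it did without maternal *Tdp43*. The largest decreases include *Pmm2*, which encodes a phosphomannomutase, *Ankmy2*, *Yif1a* of membrane traffic and *Usp22*, a deubiquitinase gene. Lower were 40 of 79 genes for ribosomal proteins, 41 of 108 for ribosome biogenesis, 11 of 49 for splicing and 11 of 36 for the proteasome. None of these 4 lists passes the set test with an estimated correlation (adjusted p of 0.251 to 0.332). Maternal genes such as *Btg4*, which acts in maternal mRNA decay, and *Ooep* were higher.
Of 8100 genes tested, 630 were up-regulated and 676 down-regulated in the libraries titled KD as deposited, and 769 and 518 after median-ratio scaling, where the median log2 fold change moved from -0.13 to -0.06. On both scales 629 rose and 515 fell. *Ctag2* was 10.9 ± 0.464 FPKM and listed at 0 in the controls (adjusted p = 1.73e-08), and the other largest increases were *Wbp5* (34.9 against 0.601 FPKM, log2 fold change 4.45), *1190002F15Rik* (12.9 against 0.848, 2.83) and *B4galt4* (27.3 against 3.23, 2.81) and *Mir6236* (2.78). The largest decreases were *Pmm2* (0.996 against 11.3 FPKM, log2 fold change -2.58), *Ankmy2* (2.74 against 17.7, -2.30), *Gm3286* (13.4 against 66.9, -2.20), *Yif1a* (5.05 against 26.0, -2.17) and *Usp22* (2.85 against 16.2, -2.15). For *Wbp5* the standard error was 0.35 and the adjusted p 2.08e-07, and for *Pmm2* 0.37 and 1.24e-04 with limma (n = 2 per group).
The ribosomal protein genes were 40 lower as deposited and 27 after scaling, of 79 (camera adjusted p = 1.41e-15, 0.251 with an estimated correlation), with *Rpl35a* (log2 fold change -1.57), *Rps21* (-1.53), *Rps6* (-1.39) and *Rpl21* (-1.38), and the ribosome biogenesis genes 41 lower as deposited and 33 after scaling, of 108 (adjusted p = 6.10e-14, 0.251 with an estimated correlation), with *Exosc5* (log2 fold change -1.94), *Ebna1bp2* (-1.66), *Wdr46* (-1.57) and *Utp23* (-1.52). Splicing genes were 11 lower as deposited and 9 after scaling, of 49 (adjusted p = 6.44e-06, 0.251 with an estimated correlation), with *Snrpd2* (log2 fold change -1.60), *Lsm5* (-1.34), *Snrpb2* (-1.34) and *Lsm2* (-1.26). Proteasome genes had 1 higher and 11 lower of 36 as deposited, and 1 and 9 after scaling (adjusted p = 5.03e-04, 0.332 with an estimated correlation), with *Psmb3* (log2 fold change -1.73), *Psmb4* (-1.42), *Psma6* (-1.38) and *Psmb9* (1.51), the last being a subunit of the immunoproteasome. Respiratory chain genes had 1 higher and 10 lower of 77 as deposited, and 1 and 10 after scaling (adjusted p = 0.00206, 0.332 with an estimated correlation; 11 lower over the list alone), with *Ndufa12* (log2 fold change -1.52), *Atp5s* (-1.504), *Ndufs8* (-1.46) and *Cox7c* (-1.36), and mitochondrial ribosomal protein genes 2 higher and 12 lower of 73 as deposited, and 2 and 8 after scaling (adjusted p = 0.0221, 0.491 with an estimated correlation), with *Mrpl43* (log2 fold change -1.54), *Mrpl20* (-1.49), *Mrpl17* (-1.25) and *Mrps34* (-1.22). Heat shock genes were 4 lower as deposited and 3 after scaling, of 18 (adjusted p = 0.00628, 0.332 with an estimated correlation), *Cct4* (log2 fold change -1.67), *Hsph1* (-1.30), *Hspa8* (-1.19) and *Cct3* (-1.04) (the last as deposited alone), and the importin genes had 1 higher and 4 lower of 15 as deposited, and 1 and 4 after scaling, *Kpna3* (log2 fold change 1.11), *Ipo11* (-1.25), *Kpnb1* (-1.17) and *Kpna2* (-1.11). The Pol II subunit genes *Polr2i* (-1.02) and *Polr2m* (-1.01) were lower (adjusted p = 0.00754, 0.251 with an estimated correlation for the list; 3 of 12 lower over the list alone and 1 after scaling, *Polr2m*), as were *Paf1* (-1.72) and *Supt4a* (-1.03, as deposited alone) of elongation (adjusted p = 0.0176, 0.332 with an estimated correlation).
The tRNA synthetase genes were 4 lower as deposited and 3 after scaling, of 15, *Nars* (log2 fold change -1.18), *Rars* (-1.14), *Tars* (-1.07) and *Hars* (-1.05) (the last as deposited alone). Of the stress response genes *Ddit3* rose (1.21) and *Psat1* fell (-1.60), and of the redox genes *Prdx2* rose (1.35) while *Prdx5* was lower as deposited (-1.21). No hnRNP or FET gene was called (*Hnrnpa1* (log2 fold change -0.86) and *Hnrnpc* (-0.63)), although the list was lower as a group (adjusted p = 0.0143, 0.251 with an estimated correlation). The lysosomal list had 1 gene called as deposited, lower, and another after scaling, higher. The first was *Ctsb* (-1.01), with *Cd63* (-0.64) and *Ctsl* (-0.62) not called. No lineage factor or p53 target gene was called as deposited, for instance *Sall4* (log2 fold change -0.81), *Klf17* (-0.62), *Cdkn1a* (0.22) and *Rrm2b* (0.93). After scaling 1 lineage factor gene and 1 p53 target, *Rrm2b*, were higher. *Mt1* (-0.19), *Mt2* (-0.41), *Ccnt1* (-0.48), *Ccnt2* (-0.56), *Cdk9* (0.17), *Nelfa* (-0.68), *Kpna6* (-0.37), *Kpna7* (-0.26) and *Trim24* (-0.18) were not called, and *Acrv1*, *Dux*, *Polr2a*, *Pou5f1*, *Tbc1d1* and *Tead1* were below the expression filter. *Dppa2* (-1.21) and *Dppa4* (-1.19) fell.
The paper's minor ZGA list had 27 higher and 1 lower of 59 as deposited, and 29 and 1 after scaling (adjusted p = 8.48e-09, 0.251 with an estimated correlation), with *Zscan4c* (156 ± 10.8 against 24.1 ± 0.114 FPKM, log2 fold change 2.64, standard error 0.38, adjusted p = 1.44e-04) and *Zscan4f* (log2 fold change 2.67), *Gm4340* (2.61) and *Gm21304* (2.54). Its major ZGA list had 34 higher and 143 lower of 940 as deposited, and 41 and 109 after scaling (145 lower over the list alone), with *Surf2* (log2 fold change -2.13), *Hsd17b6* (-2.13), *Krt28* (-2.11) and *Pla2g1b* (2.24). Several of these are multicopy genes.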

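Genes lower in both *Tdp43* oKO L2C and the libraries titled KD (tagged WT) include ribosome and ZGA genes, for example *Rpl35a*, *Exosc5* and *Usp22*. Genes higher in both include the *Zscan4* family and oocyte genes such as *Ooep*. Of 7057 genes tested in both comparisons, 571 were lower in both as deposited, where 274 would be by chance (Fisher's exact test, p = 2.676e-142), which is 87.7% of the 651 genes lower in the libraries titled KD. 162 were higher in both, where 28.6 would be by chance (exact p = 1.924e-87), 37.4% of 433. After scaling, 293 were lower in both (59.3%, 84.6 by chance) and 335 higher (62.5%, 88.6 by chance). As deposited, 25 genes higher in the libraries titled KD were lower in *Tdp43* oKO and 4 the reverse. These p-values treat genes as independent. The comparisons share no library.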

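Genes of ribosome biogenesis and ribosomal proteins are among those lower in both experiments. *Nt5c* (nucleotidase), *Itgb5* (integrin subunit), *Gldc* (glycine cleavage), *Mars2* (mitochondrial translation) and *Surf2* were lower both in *Tdp43* oKO L2C and in the libraries titled KD, which are tagged WT. *Gja1* (connexin 43), *Npl* (sialic acid breakdown) and *Lst1* were also lower, whereas *Ttyh2*, *Rusc1* and *Ctsa* (a lysosomal protease) were below 2-fold in the libraries titled KD, and *Socs3*, a cytokine signaling inhibitor, was there below the expression filter.
In the libraries titled KD, *Nt5c* was 2.56 ± 1.95 against 10.6 ± 7.23 FPKM (SD, n = 2; log2 fold change -1.66, standard error 0.38, adjusted p = 0.00360 with limma), and *Mars2* (0.522 ± 0.163 against 2.75 ± 0.751 FPKM, log2 fold change -1.29, standard error 0.19, adjusted p = 1.44e-04) fell too. The log2 fold changes were *Itgb5* (-1.097), *Gldc* (-1.097) and *Lst1* (-1.43) for further genes called on both scales, and *Gja1* (-1.04) and *Npl* (-1.07) for 2 called as deposited, with -0.96 and -0.98 after scaling. Below 2-fold were *Ctsa* (log2 fold change -0.99, adjusted p = 0.0107), *Ttyh2* (-0.97, 0.0106) and *Rusc1* (-0.82, 0.0100), and *Socs3* was 0.203 ± 0.0439 against 1.22 ± 0.0215 FPKM. Lower in both experiments were 40 ribosome biogenesis genes (24 after scaling), 40 ribosomal protein genes (24), 12 mitochondrial ribosomal protein genes (7), 11 proteasome genes (7), 10 splicing genes (6) and 8 respiratory chain genes (7). Of the paper's major ZGA list, 121 were lower in both (55 after scaling). The GO analysis was not repeated, and lists of known genes were counted in its place.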

The overlapped down-regulation 384 genes were involved in ribonucleoprotein complex biogenesis, ncRNA metabolic process, ribosome biogenesis, and rRNA processing, including 20.1% (77/384) of major ZGA genes, such as *Nt5c*, *Itgb5*, *Gja1*, *Mars2*, *Gldc*, *Npl*, *Ttyh2*, *Surf2*, *Lst1*, *Socs3*, *Ptrh1*, *Rusc1*, and *Ctsa* (Fig. 2e, f). 

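The genes higher in both experiments hold many minor ZGA genes. In the libraries titled KD (tagged WT), *Zscan4a*, *Zscan4c*, *Zscan4f*, *Zfp352* and *Usp17lc* rose, as did *Gm2016*, *Gm2022*, *Gm5039*, *Gm5662* and *Gm8300* of multicopy families, *Obox5* and *Tcl1*, an Akt coactivator gene. *Usp17la* was not called as deposited, and the defensin gene *Defb13* was not expressed there above the filter.
*Zscan4a* was 80.7 ± 1.104 against 18.3 ± 1.31 FPKM in the libraries titled KD and their controls (SD, n = 2; log2 fold change 2.08, standard error 0.35, adjusted p = 4.53e-04 with limma), and *Zfp352* was 50.7 ± 2.92 against 21.2 ± 9.49 FPKM (1.28, 0.33, 0.00813). Other higher genes were *Usp17lc* (log2 fold change 1.59), *Gm5039* (2.05), *Gm11487* (1.92), *Gm5662* (1.82), *Gm8300* (1.81), *Gm2022* (1.79), *Gm2016* (1.53), *Gm21319* (1.44), *Tcl1* (1.56), *Obox1* (1.29) and *Obox5* (1.08). *Obox6* fell (-1.68), and *Obox3* (0.56), *Fam221a* (0.45) and *Edf1* (-0.98) were not called. *Usp17la* (0.89 as deposited, 1.02 after scaling) and *Olfr815* (0.9960 and 1.12) were called after scaling alone. *Defb13* was 0.0922 ± 0.0456 against 0.104 ± 0.148 FPKM. Higher in both experiments were 17 of the 2-cell burst genes (20 after scaling) and 23 of the paper's minor ZGA genes (26). Reads of the *Zscan4*, *Usp17l* and *Obox* copies may be split between them.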

The overlapped up-regulation 265 genes were enriched in gland development and regulation of epithelial cell proliferation, including numerous minor ZGA genes, such as *Zscan4a/c/f*, *Zfp352*, *Usp17la/c*, and *Defb13* (Fig. 2e, Supplementary Fig. 4h). The transcriptome profile of *Tdp43*^oKO^ and KD L2C embryos were more similar to control E2C embryos (Supplementary Fig. 4c, d). Collectively, these results suggest that TDP-43 is required for mouse ZGA during early embryonic development.

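*Tdp43* oKO L2C embryos and the libraries titled KD (tagged WT) lie between control E2C and late 2-cell embryos. They hold more *Zscan4c* and *Zfp352*, genes of E2C, and less *Nt5c* and *Gldc*, genes of L2C, than their controls. On the line from control E2C (0) to the late control of the other experiment (1), *Tdp43* oKO L2C stood at 0.495 ± 0.0843 and its control at 0.946 ± 0.0147 (SD, n = 2), and the libraries titled KD at 0.604 ± 0.0409 and their injection control at 0.831 ± 0.0696. After scaling the 4 means were 0.597, 0.965, 0.602 and 0.820. The correlation with control E2C was 0.673 for *Tdp43* oKO and 0.705 for the libraries titled KD, against 0.507 and 0.595 for their controls. With the late control of the other experiment it was 0.787 and 0.806. Both were thus nearer to E2C than their controls were, and still more correlated with late 2-cell than with early 2-cell controls.

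**Figure D3:**
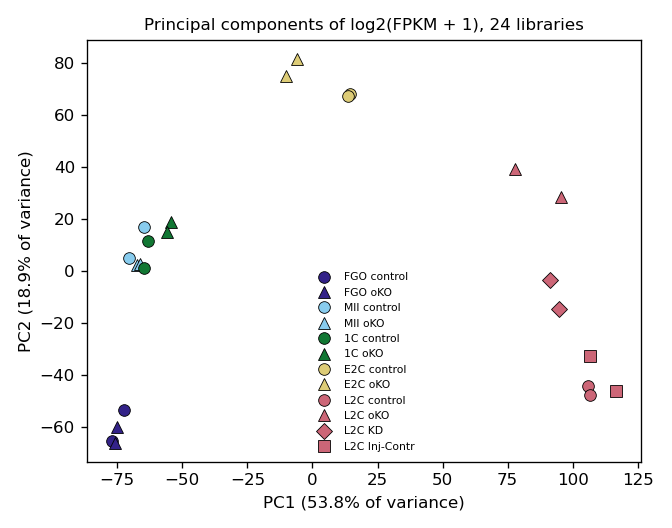
Principal components of the 24 libraries on log2(FPKM + 1), with 53.8% of the variance on the first and 18.9% on the second. Each point is a library.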

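Maternal and major ZGA genes defined from the control libraries were called more often in opposite directions in the libraries titled KD, which are tagged WT. Most maternal genes were not called, and neither list passes the set test with an estimated correlation (adjusted p = 0.251 for each). Maternal genes such as *B4galt4*, *Pkd2l2*, a polycystin family channel gene, *Mt4*, a metallothionein gene, and *A730082K24Rik* rose, and so did minor ZGA genes such as *Gm21312* and *Gm8764*. Major ZGA genes such as *Usp22* and *Yif1a* fell.
The 1751 maternal genes had 227 higher and 38 lower as deposited, and 281 and 27 after scaling (camera adjusted p = 1.88e-08, 0.251 with an estimated correlation), with *Pkd2l2* (326 ± 10.5 against 63.1 ± 37.6 FPKM, log2 fold change 2.49, standard error 0.34, adjusted p = 1.01e-04) and *Mt4* (log2 fold change 2.57) and *A730082K24Rik* (2.495). The minor ZGA genes had 99 higher and 39 lower of 469 as deposited, and 115 and 23 after scaling (adjusted p = 0.00241, 0.332 with an estimated correlation), with *Gm21312* (log2 fold change 2.71) and *Gm8764* (2.65) from families whose copies may share reads. The major ZGA genes had 13 higher and 266 lower of 1130 as deposited, and 15 and 208 after scaling (adjusted p = 9.92e-15, 0.251 with an estimated correlation). Over the lists alone 102 minor genes were higher and 270 major genes lower. The 2-cell burst genes had 17 higher and 0 lower of 36 as deposited, and 20 and 0 after scaling (adjusted p = 2.24e-08, 0.251 with an estimated correlation), and the oocyte genes 6 higher and 0 lower of 31 as deposited, and 6 and 0 after scaling (adjusted p = 0.0372, 0.491 with an estimated correlation), *Ooep* (log2 fold change 1.47), *Btg4* (1.40), *Figla* (1.37) and *Bcl2l10* (1.32).
The effects differed between the experiments as deposited, and not in size alone. For *Uqcrb*, *Gm813* and *H1foo* the difference was larger than the *Tdp43* oKO effect itself. The largest differences, Trim-away minus *Tdp43* oKO, were *Uqcrb* (4.35), *Tex101* (3.72) and *Iqcf5* (4.20) on the higher side and *Gm3604* (-3.72), *Gm813* (-3.91) and *H1foo* (-3.80) on the lower side on the log2 scale. Taking the knockout and the Trim-away results together, the paper proposes that TDP-43 is required for mouse ZGA.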

### TDP-43 interacts and co-occupies with Pol II as large foci at 2-cell embryos

We observed that TDP-43 translocates from the cytoplasm into the nuclei at the early 2-cell stage, coinciding with the Pol II transition from minor ZGA to major ZGA^7^. Depletion of maternal TDP-43 resulted in the defect of ZGA. These observations raise a possibility that TDP-43 might regulate the ZGA through PoI II in mouse early embryos. We stained the largest Pol II subunit Polr2a in control and *Tdp43*^oKO^ L2C embryos. Compared with those in the control, the signal of Polr2a staining was decreased in *Tdp43*^oKO^ L2C embryos, but there was no significant change in its mRNA in these embryos (Supplementary Fig. 5a–d). Phosphorylation of the C-terminal domain (CTD) of Polr2a is important for the coordination of transcription events and the phosphorylation at Ser2 (P-Ser2) or Ser5 (P-Ser5) of CTD regulates Pol II undergoing elongation from pausing or involving the initiation of transcription^36,37^. The signal of P-Ser5 was diffused in the nucleus and was comparable between control and *Tdp43*^oKO^ L2C embryos (Supplementary Fig. 5e, f). Interestingly, TDP-43 and P-Ser2 partially co-localized in the nucleus as large foci in the control embryos (Fig. 3a), especially for the embryos treated with PFA and Triton X-100 simultaneously (Fig. 3b). TDP-43 and P-Ser2 were well co-localized as the foci in the embryos with simultaneous treatment of PFA and Triton X-100 (Fig. 3b). These large foci of P-ser2 were, however, lost in *Tdp43*^oKO^ L2C embryos (Fig. 3a). Such defect was only observed in *Tdp43*^oKO^ embryos, but not in *Tdp43*^oKO^ oocytes (Supplementary Fig. 5g, h).

**Fig. 3:**
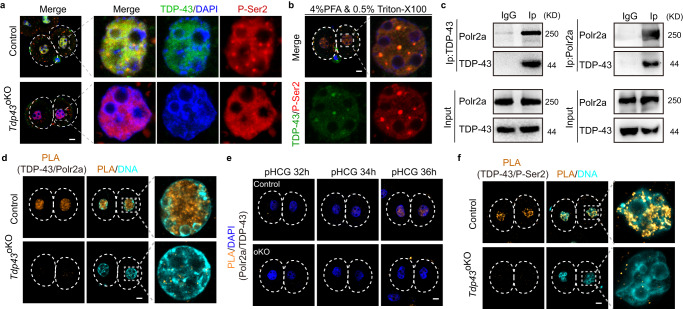
TDP-43 interacts with Pol II in mouse two-cell embryos. **a** Immunostaining of the phosphorylated Ser2 of C-terminal domain of Polr2a subunit (P-Ser2) in normal control and *Tdp43*^oKO^ L2C (late two-cell embryos, *n* ≥ 30). The enlarged pictures of one nucleus of 2-cell embryo were shown on the right. Scale bar, 10 μm. **b** Immunostaining of P-Ser2 and TDP-43 in normal L2C (*n* ≥ 22) after the simultaneous treatment with 4% PFA and 0.5% Triton X-100 for 25 min, Scale bar, 10 μm. **c** Western blotting of TDP-43 and Polr2a for Co-immunoprecipitation (Co-IP) products. Mouse embryonic stem cell lysis was Co-precipitated with TDP-43 or Polr2a antibody. The Co-IP products and input were performed for the Western blotting with specific antibodies. Normal rabbit IgG was used as negative control. **d** Proximity ligation assay (PLA) showing the interaction between TDP-43 and Polr2a in control and *Tdp43*^oKO^ L2C. L2C (*n* ≥ 24) were isolated from control and *Tdp43*^oKO^ females and performed for the PLA with TDP-43 and Polr2a antibody (Materials and Methods). Scale bar, 10 μm. **e** PLA results of TDP-43 and Polr2a in control and *Tdp43*^oKO^ (oKO) early 2-cell embryos at different time points (*n* ≥ 15). pHCG post HCG, h hours. Scale bar, 10 μm. **f** PLA results of TDP-43 and P-Ser2 in control and *Tdp43*^oKO^ L2C embryos (*n* ≥ 25). Scale bar, 10 μm.

To investigate the direct regulation of TDP-43 in Pol II, we performed Co-immunoprecipitation (Co-IP) experiments in mouse ESCs with the antibodies against TDP-43 and Polr2a. Our results showed that the TDP-43 antibody specifically precipitated Polr2a (Fig. 3c, left panel), even under stringently washing conditions (washed with 500 mM NaCl) (Supplementary Fig. 5i). Conversely, Co-IP experiments showed that Polr2a could also pull down TDP-43 (Fig. 3c, right panel). The interaction between TDP-43 and Polr2a was confirmed in mouse 2-cell embryos by Proximity Ligation Assay (PLA), a method in situ to detect protein interactions^38^ (Fig. 3d). Another negative control was performed by using the antibody against TDP-43 and Tead1 (TEA domain transcription factor 1) to support the specific interaction of PLA in mouse early embryos (Supplementary Fig. 5j). The interaction between TDP-43 and Polr2a by the PLA could be detected in the nuclei of blastomeres as early as at E2C stage in control, but not in *Tdp43*^oKO^ embryos (Fig. 3e). Similarly, TDP-43 was also observed to interact with P-Ser2 of Pol II in the nuclei of blastomeres from the stage of E2C embryo by the PLA (Fig. 3f, Supplementary Fig. 5k). Altogether, these results suggest that TDP-43 is involved in mouse ZGA through interacting with Pol II.

### TDP-43 and RNA Pol II co-occupy at the promoters of ZGA genes

We then examined whether TDP-43 co-occupies chromatin with Pol II by Stacc-seq technology that we recently established for the samples of scarce cells, with a similar strategy to CUT&Tag^7^. The Stacc-seq data of TDP-43 were highly reproducible between the replicates, and were distinct between FGO and L2C embryos, with only 8.9% (10,313/115,291) of TDP-43 peaks overlapping (Fig. 4a, Supplementary Fig. 6a), indicating that its binding was stage-specific. To test whether TDP-43 distribution was bona fide in these samples, we analyzed the Stacc-seq data of 1-cell embryos, in which TDP-43 was specifically absent in the nucleus (Fig. 1a). The results showed that there was no significant enrichment of TDP-43 in the genome of 1-cell embryos compared with those in the FGO and L2C embryos (Supplementary Fig. 6b, c). Furthermore, a similar distribution of TDP-43 in FGO with an additional TDP-43 antibody was observed, and the TDP-43 distributions detected by these two antibodies were highly reproducible (Materials and Methods, Supplementary Fig. 6b, d). In addition, we compared TDP-43 distribution with open chromatin that may give rise to no-specific binding for Stacc-seq. The results showed that ~14% or ~28% peaks of TDP-43 overlapped with open chromatin peaks in FGO or L2C, respectively, suggesting that TDP-43 binding was globally distinct from open chromatin (Supplementary Fig. 6e)^39,40^. These data collectively suggest that the TDP-43 distributions of Stacc-seq in the oocytes and embryos are bona fide.

**Fig. 4:**
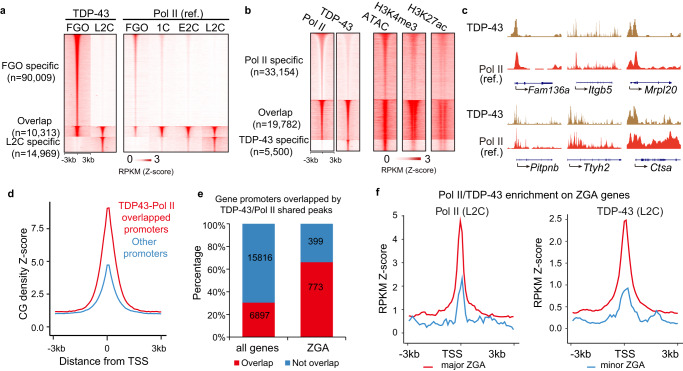
TDP-43 and Pol II co-occupy at mouse ZGA genes. **a** Heat maps showing the enrichment of TDP-43 at normal FGO and L2C specific peaks (left panel), as well as the overlapped PoI II enrichment peaks at wild type mouse oocytes and early embryos (right panel). Pol II enrichment (ref.) was referred from Liu, et al. 2020. FGO, full-grown oocyte; 1 C, 1-cell embryos; E2C, early 2-cell embryos; L2C, late 2-cell embryo. Z-score was normalized. **b** Heat maps showing the specific and overlapped enrichment of Pol II and TDP-43 (left panel), as well as their ATAC (chromatin accessibility) (Ref., Wu, J. et al. 2016), H3K4me3 (Ref., Zhang, B. et al. 2016) and H3K27ac enrichment (Ref., Dahl, J. A. et al. 2016) (right panel) in normal L2C. **c** Snapshots showing TDP-43 and Pol II (Ref., Liu, et al. 2020) enrichment in normal L2C at representative major ZGA genes. **d** The CG density of promoters covered by both of TDP-43 and Pol II. Z-score was normalized. **e** Histograms showing the percentage of the promoters occupied by both TDP-43 and Pol II. The overlapping and not overlapping promoters accounted for the proportion of all genes and ZGA genes. **f** The enrichment of Pol II (left) and TDP-43 (right) at the promoters of major and minor ZGA genes in L2C. RPKM was normalized with Z-score. TSS, transcription start site.

Globally, the stage-specific binding of TDP-43 was well correlated with the dynamics of Pol II at corresponding stages (Fig. 4a, Supplementary Fig. 6f). In addition, TDP-43 significantly enriched at the promoters (35%) in L2C embryos, compared with those in FGO (17%) or in random regions (6%) (Supplementary Fig. 6g). TDP-43 also preferentially occupied some 2-cell specific repeats, such as Alu, Sine B2, and Mervl (Supplementary Fig. 6h), but not LINE1 as reported in the cleavage stage embryos^41^.

Next, we focused on the specific binding of TDP-43 and Pol II in L2C embryos. ~78.2% (19,782/25,282) of TDP-43 peaks co-localized with the Pol II peaks in L2C embryos (Fig. 4b, c), while ~21.8% (5,500/25,282) of TDP-43 peaks were specific (Fig. 4b). The overlapped peaks were enriched at the promoters (41%) (Supplementary Fig. 6i), and these promoters were CG-rich (Fig. 4d). TDP-43 and Pol II co-bound the promoters of ~66% (773/1,172) of ZGA genes that tended to function in protein transport, mRNA processing, and RNA splicing (Fig. 4e, Supplementary Fig. 6j). Both TDP-43 and Pol II were enriched around the TSS of major ZGA genes, but not of minor ZGA genes in L2C embryos (Fig. 4c, f), indicating that TDP-43 is required for major ZGA. The TDP-43-Pol II co-binding peaks were also positively correlated with the regions of open chromatin^40^, active histone modifications H3K4me3^42^ and H3K27ac^43^ (Fig. 4b), indicating that TDP-43 and Pol II co-binding at the promoters of ZGA genes is correlated with active transcription in mouse ZGA.

### TDP-43 regulates the expression of ZGA genes through RNA Pol II

The defective ZGA and the disruption of P-ser2 foci in *Tdp43*^oKO^ embryos prompted us to investigate whether TDP-43 depletion could affect the transition of Pol II occupancy during ZGA. By applying Stacc-seq^7^, we found that the change of Pol II occupancy at the promoters and gene bodies was correlated with the expression levels of DEGs in *Tdp43*^oKO^ L2C embryos (Supplementary Fig. 7a, b). We separated promoter and distal Pol II peaks in the control and *Tdp43*^oKO^ embryos into three clusters according to our previous report^7^, including the shared cluster between 1-cell (1 C, PN5) and late 2-cell (L2C), as well as the 1 C and L2C specific cluster. The PoI II enrichment of the 1 C specific cluster became gradually weaker, while the enrichment of the L2C specific cluster became gradually stronger in WT embryos (Fig. 5a).

**Fig. 5:**
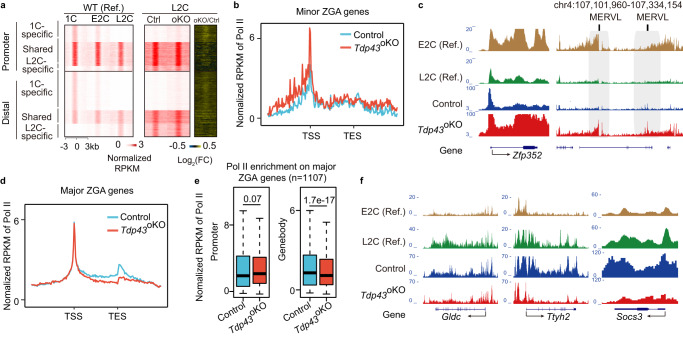
Deletion of maternal *Tdp43* leads to incorrect configuration of Pol II. **a** Heat maps showing the shared and stage-specific enrichment of Pol II at the promoter and distal regions in WT (Ref.) and L2C embryos. Left panel was WT (Ref.) from Liu, et al. 2020. WT wild type, 1 C 1-cell embryo, E2C and L2C, early and late 2-cell embryo; *Ctrl* control; *oKO* oocyte-specific knockout. **b** Line chart showing the enrichment of Pol II at minor ZGA genes in the control and *Tdp43*^oKO^ L2C. Z-score was normalized. TSS, transcription start site; TES, transcription end site. **c** Snapshot showing Pol II enrichment at minor ZGA gene *Zfp352* and Mervl in E2C (Ref.) and L2C (Ref.), Control and *Tdp43*^oKO^ L2C. **d** The enrichment of Pol II at major ZGA genes in control and *Tdp43*^oKO^ L2C. **e** The box plot showed the enrichment of Pol II at promoters and gene bodies of major ZGA genes in Control and *Tdp43*^oKO^ L2C. Tests were run with two-sided Wilcoxon rank-sum. Upper and lower line of the box representing the 25th and 75th percentiles. Whiskers showing 1.5X interquartile range. Central line, the median. **f** Snapshot showing Pol II enrichment at major ZGA gene *Gldc*, *Ttyh2*, *Socs3* in E2C (Ref.) and L2C (Ref.), as well as Control and *Tdp43*^oKO^ L2C.

Compared with those in control L2C embryos, although the shared and L2C specific PoI II enrichment was not obviously varied in *Tdp43*^oKO^ L2C embryos, the 1 C specific enrichment was slightly stronger at both promoters and distal regions (Fig. 5a), suggesting the involvement of TDP-43 in Pol II transition from minor to major ZGA, in coordination with the time of TDP-43 accumulating to the nucleus. Consistently, compared with control, Pol II was more enriched at minor ZGA genes (Fig. 5b, c, Supplementary Fig. 7c, d), but less enriched at major ZGA genes in *Tdp43*^oKO^ L2C embryos, especially at the gene bodies (Fig. 5d–f, Supplementary Fig. 7e). In addition, compared with control, Pol II maintained a high occupation at Mervl in *Tdp43*^oKO^ L2C embryos (Fig. 5c), which is usually activated at mouse early 2-cell stage and shut down at late 2-cell stage^7^. These observations were consistent with the increased and decreased expression of minor and major ZGA genes in *Tdp43*^oKO^ L2C embryos, respectively (Fig. 2c, e). Collectively, these results suggest that Pol II transition from minor ZGA to major ZGA is aberrant in *Tdp43*^oKO^ L2C embryos.

Next, we sought to test whether gene expression changes in *Tdp43*^oKO^ L2C embryos were related to TDP-43 binding. Globally, the enrichment of TDP-43 at the promoters of down-regulated genes upon TDP-43 knockout was higher than those at other promoters (Fig. 6a), suggesting the down-regulated genes were more likely to be regulated by TDP-43 directly. We also separated all genes into the unbound and other four categories according to the binding enrichment of TDP-43 at their promoters (Supplementary Fig. 7f). 

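Major ZGA genes of the paper were divided into those whose promoter is bound by TDP-43 and those without binding, as listed in its source data, and compared in *Tdp43* oKO L2C. Among genes lower in the mutant, *Nt5c*, *Gldc* and *Ttyh2* are major ZGA genes, whatever their promoter binding. Of 689 bound genes tested, 5 were higher and 474 lower as deposited, with a median log2 fold change of -1.35, and of 256 unbound genes 25 were higher and 98 lower, with a median of -0.70. After median-ratio scaling, 213 and 47 were lower and the medians were -0.67 and -0.03. The bound genes also had the higher values (median of the mean FPKM 6.89 against 4.30), which enlarges changes on log2(FPKM + 1), and the difference between the groups was not tested. The binding itself comes from Stacc-seq data that were not analysed here.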

Consistently, the genes bound more by TDP-43 at their promoters were more likely to be down-regulated upon the loss of TDP-43 (Fig. 6b, c), and these genes might maintain a relatively high expression level from 2-cell until 8-cell embryos^42^ (Supplementary Fig. 7g). However, the DEG expression and Pol II enrichment were not related to the binding of TDP-43 in the oocytes with TDP-43 deletion (Supplementary Fig. 8a–d). Hence, these data suggest that TDP-43 co-occupies the ZGA genes with Pol II and is directly involved in the expression of ZGA genes in mouse early embryos.

**Fig. 6:**
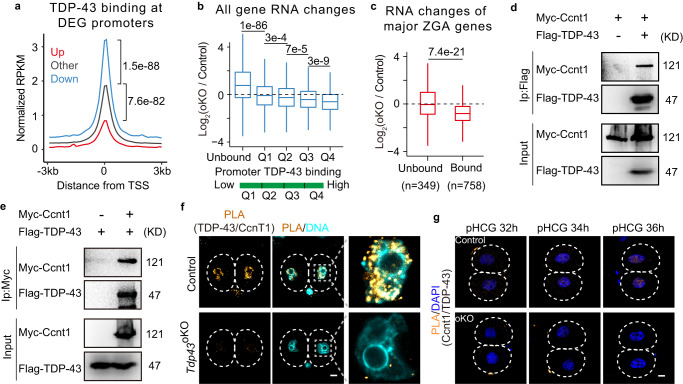
The effect of TDP-43 binding on gene expression in L2C and the interaction between TDP-43 and Cyclin T1. **a** The enrichment of TDP-43 at the promoter of DEGs identified in control and *Tdp43*^oKO^ late two-cell embryos. All tests were run with two-sided Wilcoxon rank-sum. *P*-value were shown. DEGs, different expression genes; RPKM, reads per kilobase million; Up, Down, and Other, up-, down-regulated and other genes; TSS, transcription start site. **b** The box plots showing the mRNA fold-changes (log 2 ratio) for all genes at the promoters in control and *Tdp43*^oKO^ (oKO) L2C. The promoters were characterized as Supplementary Fig. 7f (Unbound, 15325 genes; Q1, 1843 genes; Q2, 1847 genes, Q3, 1850 genes; Q4, 1848 genes). Upper and lower line of the box representing the 25th and 75th percentiles. Whiskers showing 1.5X interquartile range. Central line, the median. The tests were run with the two-sided Wilcoxon rank-sum**. c** The box plots showing the mRNA fold-changes (log 2 ratio) for major ZGA genes at the promoters in control and *Tdp43*^oKO^ (oKO) L2C. The promoters of major ZGA genes were characterized by unbound or bound TDP-43. Upper and lower line of the box represent the 25^th^ and 75^th^ percentiles. Whiskers show 1.5X interquartile range. Central lines represent the median. The test was run with the two-sided Wilcoxon rank-sum. **d**, **e** Western blotting of the Co-IP products with Flag (**d**) or Myc (**e**) antibody. 293t cells were transfected with different vectors for Co-IP experiments. Flag-TDP-43, *TDP-43* labeled with *Flag*; *Myc-Ccnt1*, *Ccnt1* labeled with *Myc* and *EGFP*. **f** The PLA for the interaction between TDP-43 and Ccnt1 detected with the specific antibodies in control and *Tdp43*^oKO^ L2C (*n* ≥ 22). Scale bar, 10 μm. **g** The PLA for the interaction between TDP-43 and Ccnt1 in control and oKO (*Tdp43* ^oKO^) E2C embryos (*n* ≥ 15) at different time points. pHCG post HCG, h hours. Scale bar, 10 μm.

### TDP-43 interacts with Cyclin T1

Our results suggest that TDP-43 was directly involved in the transcription of ZGA genes through Pol II configuration. As mentioned previously, Pol II enters the elongation for transcript production when it is phosphorylated at its CTD Ser2 (P-Ser2) by P-TEFb (the positive transcription elongation factor complex, consisting of Cyclin T1/2 and CDK9, encoded by *Ccnt1/2* and *Cdk9*)^36,37^. Then, we sought to investigate whether TDP-43 regulates Pol II through the components of the P-TEFb complex in mouse ZGA.

CDK9 localized in nuclei from the 1-cell stage (Supplementary Fig. 8e), probably requiring for Cyclin T2 function in mouse pronucleus to initiate minor ZGA^44^. Similar to TDP-43 (Fig. 1a, b), Cyclin T1 was reported to appear in the nucleus at the two-cell stage^45^. Therefore, we performed Co-IP experiments with *Myc-Ccnt1* and *Flag-Tdp43* vectors in 293 T cells. The results showed that TDP-43 interacted with Cyclin T1 (Fig. 6d, e). PLA results suggested that the endogenous interaction between TDP-43 and Cyclin T1 was detected in mouse L2C embryos (Fig. 6f). The interplay between TDP-43 and Cyclin T1 could be detected through PLA since the early 2-embryo stage when TDP-43 was accumulated in the nucleus (Fig. 6g), further supporting their endogenous interaction. In addition, exogenous EGFP-Cyclin T1 was colocalized with the foci of P-Ser2 (Supplementary Fig. 8f). Taken together, these data suggest that TDP-43 is involved in Pol II regulation through interacting with Ccnt1 of P-TEFb during mouse zygotic genome activation.

## Discussion

Zygotic genome activation generates transcripts to replace the maternal supply and to initiate the development of embryos^4^. In the present study, we have found that TDP-43 translocates from the cytoplasm to the nucleus, co-occurring with the beginning of major ZGA at the mouse early 2-cell stage^31^. TDP-43 interacts and co-occupies with Pol II at 66% of promoters of mouse ZGA genes. Furthermore, we find that TDP-43 interacts with Cyclin T1 of the positive transcription elongation factor complex P-TEFb during mouse ZGA. Through antagonizing the negative elongation factors, Cyclin T1 phosphorylates Ser2 of Pol II CTD to promote Pol II escaping from the promoter pausing to enter the elongation^37,46,47^. Thus, the translocation of TDP-43 from the cytoplasm to the nucleus may assist the release of Pol II from the promoter pausing to activate the transcription of the zygotic genome by recruiting Cyclin T1. Consistent with this hypothesis, disruption of maternal TDP-43 results in the decreased expression of ZGA genes and reduced enrichment of Pol II at the bodies of major ZGA genes and loss of P-ser2 foci in mouse two-cell embryos with the depletion of TDP-43. The co-localization of TDP-43, Pol II P-ser2 and Cyclin T1 in the large foci in mouse two-cell embryos further supports the hypothesis. Taken together, these lines of evidence strongly support that TDP-43 promotes the expression of ZGA genes by activating transcription of RNA Pol II elongation from its pausing through Cyclin T1 during mouse maternal-to-zygotic transition.

During oocyte to embryo transition, many nuclear factors should be released from the nucleus of mouse oocytes after the germinal vesicle breaking down and be relocated into the nucleus after fertilization for their functions. Previously, Tif1α was reported to enter the pronucleus at the mid and late 1-cell embryo stages when minor ZGA occurs and to be required for mouse minor ZGA^48^. Cyclin T1 was reported to translocate from the cytoplasm into the nucleus at the 2-cell stage and to be related to mouse ZGA^7,45^. H2A.Z was reported to be gradually deposited in the nucleus during ZGA in *Drosophila*^49^. Recently, the maturation of nuclear pore complex in zebrafish early embryos was reported to control nuclear factor transportation and the correct ZGA timing^50^. Although these nuclear factors have been shown to be involved in the ZGA, how these factors are transported into the nucleus remains unclear. Here, we have found that TDP-43 translocates from the cytoplasm to the nucleus during the transition of mouse ZGA. The exogenous TDP-43 with nuclear localization sequence could recruit the endogenous Cyclin T1 into the nucleus of mouse 1-cell embryos (Supplementary Fig. 8g, h). Thus, TDP-43 translocation may regulate the function of Cyclin T1 in PoI II elongation during mouse ZGA. Therefore, the precise importation of key nuclear proteins is probably a key mechanism to regulate the zygotic genome activation during the beginning of animal life.

Since the discovery of TDP-43 aggregations related to neurodegenerative diseases, the translocation of TDP-43 from the cytoplasm into the nucleus has been broadly investigated in the neuronal cells with cytoplasmic TDP-43 aggregations for the treatment of these diseases^51^. However, the regulations of TDP-43 translocation remain intangible. TDP-43 contains a classic NLS that has been shown to contact importin α1/β and promotes TDP-43 translocation from the cytoplasm TDP-43 aggregation into the nucleus^52^. The importin α (also known as karyopherin α) family proteins include six members that highly express during mouse oocyte to embryo transition^53^. Maternal importin α2 (Kpna7) was reported to be required for mouse early embryonic development and fecundity^54^. Similar to those lacking maternal TDP-43, depletion of maternal importin α7 (Kpna6) resulted in the arrested embryo development at the two-cell stage and the dramatically decreased expression of ZGA genes in these embryos^53^. Thus, these importin proteins may interact with TDP-43 and regulate its translocation from the cytoplasm into the nucleus during mouse maternal to zygotic transition. Taking together, the regulations of TDP-43 translocation deserve to be further investigated during mouse maternal to zygotic transition. The investigations of TDP-43 translocation may contribute to the treatment of human neurodegenerative diseases, such as amyotrophic lateral sclerosis and Alzheimer’s disease.

Although TDP-43 co-localizes with Pol II in mouse full-grown oocytes, the absence of TDP-43 barely affects P-ser2 foci formation and Pol II configuration in these cells. Furthermore, the absence of TDP-43 mildly affects the gene expression in mouse full-grown oocytes. These observations suggest that the regulation of TDP-43 on the active transcription through Pol II is a stage- or context-specific function of ZGA during mouse oocyte to embryo transition. A previous report shows that TDP-43 regulates the expression of a testis-specific *Acrv1* (acrosomal vesicle protein 1) gene during mouse spermatogenesis, in which TDP-43 and Pol II binds the promoter of *Acrv1* in mouse spermatocytes and round spermatids, but the expression of this gene is exclusive in the post-meiotic round spermatids^22^, further supporting this hypothesis. Thus, how the cells control TDP-43 for the active transcription in the specific context deserves to be further investigated. In summary, our study provides strong evidence to support that maternal TDP-43 interacts with Pol II and is required for proper Pol II configuration, ZGA, and early embryogenesis.

## Methods

### Mice

Mice and all animal experiments were manipulated under the guidelines of the Animal Care and Use Committee of the Institute of Zoology, Chinese Academy of Sciences (IOZ-IACUC-2021-052). Mice were maintained under the controlled environment conditions, including 12-h alternating light/dark cycles, a temperature controlled at 23-25 °C, and a humidity range of 40–65%. They had ad libitum access to food and water. *Tdp43*^*floxp/floxp*^ mice (No. 017591) that possess loxP sites flanking exon 3 of *Tdp43* were obtained from Jackson Laboratory and were mated with *Zp3-Cre* transgenic mice that express *Zp3* promoter driving Cre recombinase^33^. After obtaining *Tdp43*^*+/floxp*^*;Zp3-Cre* mice, they were intercrossed to produce *Tdp43*^*floxp/floxp*^;*Zp3-Cre* and other genotype mice. *Tdp43*^*flox/flox*^ females were mated with *Tdp43*^*flo*x/flox^;Zp3-Cre males to routinely produce *Tdp43*^*floxp/floxp*^ (female as control) and *Tdp-43*^*floxp/floxp*^;*Zp3-Cre* mice. *Tdp43* ^*floxp/floxp*^;*Zp3-Cre* females had the oocytes with TDP-43 deletion, thus designed as *Tdp43*^oKO^ (*Tdp43* oocyte-specific knockout) mice. These mice were maintained in a hybrid background of C57BL/6 J and ICR, and were genotyped using tail DNA or toe DNA as PCR templates with the primers of a previous report (PubMed: 20660762)^33^.

### Collection of mouse oocytes and embryos

Oocytes and embryos were isolated in M2 medium from 7–8-week-old female mice that were injected with HCG after the injection of PMSG for 46–48 h or mating with males at the following time points: MII oocytes: 13 h after HCG; PN2 1-cell embryos: 24 h after HCG; PN5 1-cell embryos (Late 1-cell): 30 h after HCG; early two-cell embryos: 36 h after HCG; late two-cell embryos: 48 h after HCG. To obtain embryos, females injected with HCG were mated with normal fertile ICR males. Full-grown oocytes were isolated from the ovaries of 7–8-week-old females after only the injection of PMSG for ~48 h and cultured in M2 medium (Sigma 7167). Embryos were cultured in KSOM medium (Millipore MR-106-D).

### Quantitative real-time RT-PCR

Oocytes and embryos were transferred to the lysis buffer of Invitrogen Dynabeads^TM^ mRNA DIRECT^TM^ Micro Kit (Millipore 61021). mRNA was extracted as the instruction of the manufacturer. Reverse transcription (RT) was performed with Takara PrimeScript RT Reagent Kit according to the instruction of the manufacturer. Quantitative RT-PCR was conducted with Abm EvaGreen 2X qPCR MasterMix-No dye kit (Abm MasterMix-S) with specific primers of *TDP-43* (*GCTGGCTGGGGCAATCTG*, *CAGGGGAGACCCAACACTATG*) and *Gapdh* (*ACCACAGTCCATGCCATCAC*, *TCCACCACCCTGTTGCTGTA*). The results were repeated with at least three independent samples. *Gapdh* was used to normalize the gene expression.

### Immunofluorescence staining

Oocytes and embryos were fixed with 4% PFA in PBS for 30 min at 37 °C. These samples were washed with PBSA (0.1% BSA, about 5 min each time), permeabilized with 0.5% (V/V) Triton X-100 for 30 min at room temperature. After being washed with PBSA, samples were blocked with 1% BSA for 1 h at room temperature. These samples were incubated with primary antibody overnight at 4˚C (TDP-43 antibody-1, Proteintech 12892-1-AP, lot 00043028 & lot1, 1:300; TDP-43 antibody-2, Santa Cruz Sc-376532, lot #l1014, 1:100; P-ser2, Abcam ab5095, lot GR3195689-1 & lot GR3353130-2, 1:250; P-ser5, Abcam ab193467, lot GR3298885-1, 1:200; Polr2a, Affinity DF6831, lot 83s1054, 1:200; Ccnt1, Abcam 184703, lot GR250586-7, 1:100; Tead1: Cell signaling Technology 12292 S, lot 3, 1:200; CDK9, Abcam ab76320, lot GR3439647-3, 1:200). After washed with PBST (0.1% triton X-100 in PBS) three times, oocytes and embryos were incubated with specific fluorescence conjugated secondary antibody for 1 h at room temperature (all the secondary antibodies were from Jackson Laboratory). After washed at least three times, the samples were imaged with Zeiss LSM780 or LSM880 or Airyscan880. For TDP-43 staining (Santa Cruz Sc-376532), the zona pellucida of embryos was removed with Tyrode’s solution (Sigma T1788) before fixation.

### RNA-seq library generation and sequencing

Oocytes and embryos were treated gently with Tyrode’s solution for removing the zona pellucida. Twenty oocytes or embryos were collected for each group of RNA extraction. These samples were performed for reverse transcription and PCR pre-amplification as the smart-seq2 steps as previously reported^55^. The RNA library was constructed with a kit of Vazyme (TD502) and performed as the protocol of manufacture.

### RNA-seq data processing and identification of ZGA genes

All RNA-seq data were mapped to the mouse mm9 genome by HISAT2 (v2.2.1) with default parameters after removing the low-quality sequencing reads with Cutadapt (v0.3.8)^56^. The gene expression was calculated with gene annotation from Gencode RefSeq database using HTSeq (v2.2.1), StringTie (v2.1.2) and FeatureCounts (v2.0.1)^57,58^. DEGs were identified by DESeq2 (v1.24.0)^59^, and the threshold of adjusted *P*-value was 0.05 with fold change ≥2. Heatmaps of the genes with expression changes were clustered with k-means clustering analysis and were visualized with the heatmap package in R. 2D. PCA analysis was performed and visualized by using all expressed genes by factoextra (v.1.0.7). Dot analysis was used to compare the up- or down-regulated expressed genes in the samples and the Spearman’s rank correlation coefficient was used to compare the relevance between different samples. GO term analysis for the enriched biological processes was conducted using clusterProfiler (v.4.6.0) and DAVID (v6.8) with the default parameters^60^.

Maternal and ZGA genes were defined with the reference RNA-seq data of mouse oocytes and early embryos^42^. Maternal genes were identified as highly expressed in MII oocytes (FPKM > 5), but down-regulated in late 2-cell embryos (at least 3-fold). Genes with FPKM (MII) < 5 and up-regulation (FPKM > 5, at least 3-fold) in either 1-cell embryos or early 2-cell embryos were identified as minor ZGA genes, while those genes up-regulated in late 2-cell embryos were identified as major ZGA genes. Other genes with FPKM (MII) > 5 and highly up-regulated at the late 2-cell stage (over 5-fold) were also included in major ZGA genes.

### In vitro transcription and microinjection of 1-cell embryos

*Trim21, NLS-TDP43* and *Ccnt1* were cloned in the vector Pcs2 that contained a fused-expressing mCherry or EGFP. The cloned genes were PCR with the sequence of SP6 promoter and T3 promoter. The cloned genes were transcripted according to the AM1340 manufacturer’s protocol and the products were purified as the mRNA template for the microinjection of mouse 1-cell embryos before PN2 stage. After injected with *NLS-TDP43-mCherry* and *Ccnt1-EGFP*, mouse 1-cell embryos were cultured for these gene expression and fixed for the staining of TDP43 and Ccnt1 with specific antibodies. For Trim-away technology, *mCherry-Trim21* mRNA and rabbit anti-TDP-43 antibody (Proteintech,12892-1-AP) or normal rabbit IgG were simultaneously injected into mouse 1-cell embryos before the PN2 stage, then these embryos were cultured in KOSM to develop into late two-cell stage (pHCG 48 h) for the following analysis.

### Cell culture and vector transfection

ESCs were maintained in classical 2i/lif culture. The induced-knock-out(iKO) ESCs were derived from the blastocysts that were isolated from the mating of *Tdp43* ^*floxp/floxp*^ and ER-cre mice, and were treated with Tamoxifen for 72 h for the immunoprecipitation experiments (washing with NP-40 containing 500 nM NaCl). 293t cells were maintained in classical DMEM basic supplement with 10% FBS.

Vector and transfection reagent PEI (three times of vector molar volume) were dissolved in isopyknic opti-MEM for 5 min and were mixed. Twenty-five minutes later, the mixture of vectors and PEI was added into 293t cells to incubate for 12 h. Then, the culture medium was replaced with the fresh medium. After 36 h of transfection, these cells were collected with the lysis buffer of Beyotime plus protease inhibitor for the immunoprecipitation (IP) experiments.

### Co-immunoprecipitation and western blotting

Mouse ESCs or 293t cells were collected in IP lysis buffer of Beyotime with protease inhibitor, incubated on ice for 15 min. After centrifuging (11833 g for 15 min at 4 °C), the supernatant was collected for Co-IP experiments according to the manufacturer’s protocol of Protein A/G Magnetic Beads (Bimake B23202 or MCE HY-K0202). The antibodies included TDP-43 (Proteintech 18280-1-AP, lot 00025213, 1:400), Polr2a (Abclonal A2107, lot 3561768005, 1:300), Flag (Sigma F1804, Clone/M2, 1:400), and Myc (Abmart M20002M, lot 324572, 1:400). We also washed the IP mixture of mouse iKO ESCs with NP-40 containing 500 mM NaCl for the Co-IP experiment of TDP-43. The precipitated products were heated for 5 min at 95 °C for Western blotting.

Oocytes and embryos were collected in 10 μl 1X protein loading buffer and heated for 5 min at 95 °C. The heated samples were fractionated at 100 V for 2 h using 10–12% NuPAGE Bis-Tris gels and MOPS SDS running buffer, and were transferred to PVDF membranes for 2 h at 200 mA (3.5 h when Polr2a antibody was blotted). Then, the membranes were blocked with 5% skimmed milk in TBST (M/V) for 1 h at room temperature. After washed with TBST, the membranes were incubated with primary antibodies at 4 °C overnight (primary antibodies including: TDP-43, Proteintech 18280-1-AP, lot 00025213, 1:1000; Polr2a, Abclonal A2107, lot 356 1768005, 1:1000; Flag, Sigma F1804, Clone/M2, 1:1000; Myc, Abmart, lot 324572, 1:1000; Ccnt1, Abcam,184703, lot GR250586-7, 1:800; GAPDH, Proteintech, 60004-1-lg, lot 10025237, 1:5000). After washed with TBST, the membranes were incubated with HRP-conjugated secondary antibodies at room temperature for 1 h. After washed with TBST, the membranes were detected for the targeting proteins according to the instruction of SuperSignal West Dura Extended Duration Substrate and were imaged with a LAS-3000 apparatus.

### Proximity ligation assay

Proximity Ligation Assay was performed with Sigma-Aldrich reagents according to the protocol of Sigma Aldrich Duolink® PLA Fluorescence (rabbit Plus probe DUO92002, mouse Minus probe DUO92004, washing buffer DUO82049, Detection reagents DUO92008). The primary antibodies of different host species (mouse anti-TDP-43 antibody: Santa Cruz Sc-376532; rabbit anti-Polr2a: Affinity DF6831; rabbit anti-P-Ser2: Abcam ab5095; and rabbit anti-Ccnt1 antibody: Abcam 184703, rabbit anti-Tead1: Cell signaling Technology 12292 S) were used and diluted as immunofluorescence staining. The embryos were collected as above, and their zona pellucida was removed using Tyrode’s solution. These samples were fixed with 4% PFA for 30 min at 37 °C, and permeabilizated with 0.5% Triton X-100 in PBS for 30 min at room temperature. The embryos were blocked with Sigma-Aldrich Duolink® Blocking Solution in a humidity chamber for 60 min at 37 °C. The samples were transferred into the mixed solution with the primary antibodies in Duolink® Antibody Diluent, and were incubated in a humidity chamber at 37 °C for at least 2 h or at 4 °C overnight. The samples were washed with 1X Duolink® washing buffer A, and were transported to the probe mixture prepared as the manufacturer’s protocol, then were incubated in a humidity chamber at 37 °C for 1 h. After washed with Duolink® washing buffer A, the samples were incubated with the ligation mixture that were prepared as the manufacturer’s protocol in a humidity chamber at 37 °C for 30 min. After washed with 1X Duolink® washing buffer A, the samples were incubated with the amplification mixture containing amplification buffer (1:5) diluted with ultrapure water and amplification polymerase (1:80) in a humidity chamber at 37 °C for 100 min. After washed with 1X Duolink® washing buffer B and 0.01X Duolink® washing buffer B, the samples were incubated with 1X DAPI at room temperature for 30 min or at 4 °C for a long time in a dark condition. After washed with PBSA (0.1% BSA in PBS), the samples were imaged by using a LSM880 or Airyscan880 apparatus.

### Stacc-seq library generation and sequencing

Stacc-seq was performed according to our previous report^7^. Briefly, 1 μl fully dissolved 5% digitonin (Sigma D141) was added to Buffer1 (10 mM Tris-HCl pH = 7.4, 150 mM NaCl, 0.5 mM spermidine, 1X EDTA-free Roche complete protease inhibitor), termed DB1. Then, 0.5 μl PA/G-Tn5 (Vazyme Biotech TD902) and 0.5 μg TDP-43 antibody (Proteintech 12892-1-AP, lot1, Diagenode C15410266, lot 43579) or Pol II antibody (Active Motif 102660) were also added to DB1 and the mixture was incubated at 4 °C for 30 min. Meanwhile, mouse oocytes and embryos were treated gently with Tyrode’s solution to remove the zona pellucida, then were picked into a 200 μl low-binding tube containing 6 μl of the DB1. After incubated at 4 °C for 10 min, these samples were added with 35 μl of the mixture of DB1, PA/G-Tn5, the antibody and 12.5 μl of TTBL (Vazyme TD502) for cleaving the chromatin around the binding sites and transposing with adapters. Finally, the DNA was purified and PCR was performed as the Stacc-seq steps. We used at least 150 embryos or oocytes for the high quality data of TDP-43 (200) or Pol II (150) in these experiments.

### Stacc-seq data processing

All paired-end Stacc-seq reads were mapped to mm9 using Bowtie2 (v.2.2.5) after trimming adapters and low quality sequencing reads^61^. For downstream analysis, read counts were normalized by computing the numbers of reads per kilobase of bin per million of reads sequenced (RPKM) after removing non-uniquely mapped reads, unmapped reads and PCR duplicates. The RPKM was further normalized with Z-score transformation to minimize the batch effect. UCSC genome browser was used to visualize the signals of Stacc–seq^62^. Repetitive element enrichment was calculated by comparing annotated repeats overlapped by Stacc-seq peaks and randomly shuffled peaks. All the Stacc-seq peaks were called by MACS (v.1.4.2) with the parameters–nolambda–nomodel^63^, and were compared by using BEDTools (v2.29.2)^64^. ChIPseeker (v1.26.2) was used to identify and visualize the genomic features of peaks^65^. Promoters were defined as ±2,5 kb around the transcription starting sites (TSS). Stacc-seq peaks at least 2.5 kb away from TSS were defined as distal peaks by BEDTools (v2.29.2).

### Statistical and reproducibility

Quantitative analyses were expressed as the mean ± SD, based on at least three independent biological samples. Statistical analyses were performed using a two-tailed Student’s *t*-test or two-sided Wilcoxon rank-sum to compare the difference between two groups. *P*-values < 0.05 were considered as a significance. The immunostaining experiments and Western blots were performed at least three independent repetitions with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data supporting the findings of this study are available within the paper and its Supplementary information files. All the datasets used in this study are publicly available. The raw and processed data generated in this study have been deposited in GEO with accession number GSE221985. The mm9 mouse reference genome is available at https://hgdownload.soe.ucsc.edu/goldenPath/mm9/bigZips/mm9.fa.gz. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Eckersley-Maslin MA, Alda-Catalinas C, Reik W (2018). Dynamics of the epigenetic landscape during the maternal-to-zygotic transition. Nat. Rev. Mol. Cell Biol..

[2] Lee MT, Bonneau AR, Giraldez AJ (2014). Zygotic genome activation during the maternal-to-zygotic transition. Ann. Rev. Cell Dev. Biol..

[3] Li L, Lu X, Dean J (2013). The maternal to zygotic transition in mammals. Mol. Aspects Med..

[4] Schulz KN, Harrison MM (2019). Mechanisms regulating zygotic genome activation. Nat. Rev. Genet..

[5] Abe KI (2018). Minor zygotic gene activation is essential for mouse preimplantation development. Proc. Natl Acad. Sci. USA.

[6] Bouniol C, Nguyen E, Debey P (1995). Endogenous transcription occurs at the 1-cell stage in the mouse embryo. Exp. Cell Res..

[7] Liu B (2020). The landscape of RNA Pol II binding reveals a stepwise transition during ZGA. Nature.

[8] Lee MT (2013). Nanog, Pou5f1 and SoxB1 activate zygotic gene expression during the maternal-to-zygotic transition. Nature.

[9] Leichsenring M, Maes J, Mössner R, Driever W, Onichtchouk D (2013). Pou5f1 transcription factor controls zygotic gene activation in vertebrates. Science.

[10] Wu G (2013). Establishment of totipotency does not depend on Oct4A. Nat. Cell Biol..

[11] Hendrickson PG (2017). Conserved roles of mouse DUX and human DUX4 in activating cleavage-stage genes and MERVL/HERVL retrotransposons. Nat. Genet..

[12] Whiddon JL, Langford AT, Wong CJ, Zhong JW, Tapscott SJ (2017). Conservation and innovation in the DUX4-family gene network. Nat. Genet..

[13] De Iaco A (2017). DUX-family transcription factors regulate zygotic genome activation in placental mammals. Nat. Genet..

[14] De Iaco A, Coudray A, Duc J, Trono D (2019). DPPA2 and DPPA4 are necessary to establish a 2C-like state in mouse embryonic stem cells. EMBO Rep..

[15] Eckersley-Maslin M (2019). Dppa2 and Dppa4 directly regulate the Dux-driven zygotic transcriptional program. Genes Dev..

[16] Yan YL (2019). DPPA2/4 and SUMO E3 ligase PIAS4 opposingly regulate zygotic transcriptional program. PLoS Biol..

[17] Hu Z (2020). Maternal factor NELFA drives a 2C-like state in mouse embryonic stem cells. Nat. Cell Biol..

[18] Chen Z, Zhang Y (2019). Loss of DUX causes minor defects in zygotic genome activation and is compatible with mouse development. Nat. Genet..

[19] De Iaco A, Verp S, Offner S, Grun D, Trono D (2020). DUX is a non-essential synchronizer of zygotic genome activation. Development.

[20] Chen Z, Xie Z, Zhang Y (2021). DPPA2 and DPPA4 are dispensable for mouse zygotic genome activation and pre-implantation development. Development.

[21] Wang HY, Wang IF, Bose J, Shen CK (2004). Structural diversity and functional implications of the eukaryotic TDP gene family. Genomics.

[22] Lalmansingh AS, Urekar CJ, Reddi PP (2011). TDP-43 is a transcriptional repressor: the testis-specific mouse acrv1 gene is a TDP-43 target in vivo. J. Biol. Chem..

[23] Meneses A (2021). TDP-43 pathology in Alzheimer’s disease. Mol. Neurodegener..

[24] Lee EB, Lee VM, Trojanowski JQ (2011). Gains or losses: molecular mechanisms of TDP43-mediated neurodegeneration. Nat. Rev. Neurosci..

[25] Jo M (2020). The role of TDP-43 propagation in neurodegenerative diseases: integrating insights from clinical and experimental studies. Exp. Mol. Med..

[26] Swain A (2016). Drosophila TDP-43 RNA-binding protein facilitates association of sister chromatid cohesion proteins with genes, enhancers and polycomb response elements. PLoS Genet..

[27] Sephton CF (2010). TDP-43 is a developmentally regulated protein essential for early embryonic development. J. Biol. Chem..

[28] Campbell KM (2021). Loss of TDP-43 in male germ cells causes meiotic failure and impairs fertility in mice. J. Biol. Chem..

[29] Kraemer BC (2010). Loss of murine TDP-43 disrupts motor function and plays an essential role in embryogenesis. Acta Neuropathol..

[30] Wu LS (2010). a neuro-pathosignature factor, is essential for early mouse embryogenesis. Genesis.

[31] Qiu JJ (2003). Delay of ZGA initiation occurred in 2-cell blocked mouse embryos. Cell Res..

[32] Xiong Z (2022). Ultrasensitive Ribo-seq reveals translational landscapes during mammalian oocyte-to-embryo transition and pre-implantation development. Nat. Cell Biol..

[33] Chiang PM (2010). Deletion of TDP-43 down-regulates Tbc1d1, a gene linked to obesity, and alters body fat metabolism. Proc. Natl Acad. Sci. USA.

[34] de Vries WN (2000). Expression of Cre recombinase in mouse oocytes: a means to study maternal effect genes. Genesis.

[35] Clift D (2017). A method for the acute and rapid degradation of endogenous proteins. Cell.

[36] Lin S, Coutinho-Mansfield G, Wang D, Pandit S, Fu XD (2008). The splicing factor SC35 has an active role in transcriptional elongation. Nat. Struct. Mol. Biol..

[37] Saunders A, Core LJ, Lis JT (2006). Breaking barriers to transcription elongation. Nat. Rev. Mol. Cell Biol..

[38] Söderberg O (2006). Direct observation of individual endogenous protein complexes in situ by proximity ligation. Nat. Methods.

[39] Inoue A, Jiang L, Lu F, Suzuki T, Zhang Y (2017). Maternal H3K27me3 controls DNA methylation-independent imprinting. Nature.

[40] Wu J (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[41] Li TD (2022). TDP-43 safeguards the embryo genome from L1 retrotransposition. Sci. Adv..

[42] Zhang B (2016). Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Nature.

[43] Dahl JA (2016). Broad histone H3K4me3 domains in mouse oocytes modulate maternal-to-zygotic transition. Nature.

[44] Zhang C, Wang M, Li Y, Zhang Y (2022). Profiling and functional characterization of maternal mRNA translation during mouse maternal-to-zygotic transition. Sci. Adv..

[45] Oqani RK, Kim HR, Diao YF, Park CS, Jin DI (2011). The CDK9/cyclin T1 subunits of P-TEFb in mouse oocytes and preimplantation embryos: a possible role in embryonic genome activation. BMC Dev. Biol..

[46] Lis JT, Mason P, Peng J, Price DH, Werner J (2000). P-TEFb kinase recruitment and function at heat shock loci. Genes Dev..

[47] Sims RJ, Belotserkovskaya R, Reinberg D (2004). Elongation by RNA polymerase II: the short and long of it. Genes Dev..

[48] Torres-Padilla ME, Zernicka-Goetz M (2006). Role of TIF1alpha as a modulator of embryonic transcription in the mouse zygote. J. Cell Biol..

[49] Ibarra-Morales D (2021). Histone variant H2A.Z regulates zygotic genome activation. Nat. Commun..

[50] Shen, W. et al. Comprehensive maturity of nuclear pore complexes regulates zygotic genome activation. *Cell***185**, 4954–4970 (2022).10.1016/j.cell.2022.11.01136493774

[51] Doll SG, Cingolani G (2022). Importin alpha/beta and the tug of war to keep TDP-43 in solution: quo vadis?. Bioessays.

[52] Doll SG (2022). Recognition of the TDP-43 nuclear localization signal by importin alpha1/beta. Cell Rep..

[53] Rother F (2011). Importin alpha7 is essential for zygotic genome activation and early mouse development. PLoS One.

[54] Hu J (2010). Novel importin-alpha family member Kpna7 is required for normal fertility and fecundity in the mouse. J. Biol. Chem..

[55] Picelli S (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[56] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[57] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[58] Pertea M (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[59] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[60] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[61] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[62] Kuhn RM, Haussler D, Kent WJ (2013). The UCSC genome browser and associated tools. Brief Bioinformatics.

[63] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[64] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[65] Yu G, Wang LG, He QY (2015). ChIPseeker: An R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

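RNA-seq values of 24 libraries were used, from control and *Tdp43* oKO FGO, MII oocytes, late 1-cell embryos, E2C and L2C and from Trim-away and injection-control L2C embryos, in 12 groups of 2 libraries. Each library pools 20 oocytes or embryos. The p-values measure the spread between these libraries alone, and the sources used do not say whether replicate pools came from separate animals. The 16 Stacc-seq samples of the study were not analysed here.

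The values are FPKM, fragments scaled by the length of the transcript and by the mapped fragments of the library, as deposited by the authors. According to the paper, reads were trimmed with Cutadapt and mapped to mm9 with HISAT2, and expression was computed with RefSeq genes, and the submitters' processing notes name Trim Galore 0.6.6, HISAT2 2.2.1 and StringTie 2.1.2. The totals differ between libraries. The number of reads per library is not known from the values and whole read counts cannot be recovered, so no counting precision can be given for a value. Of 24085 genes listed, 2 without values and 27 whose names had been turned into dates were left out, which leaves 24056.

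Genes with a mean FPKM of at least 1 over the 4 libraries compared were tested on log2(FPKM + 1), a scale on which changes of genes with low values are understated. One linear model over all 24 libraries was fitted with limma 3.58.1 in R 4.3.3, with a trend of variance on mean, robust moderation and 12 residual degrees of freedom. Each collection (a stage, or the injected L2C embryos) had 1 weight, shared by all its libraries. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison. A gene was called with an adjusted p of at most 0.05 and a change of at least 2-fold, the paper's thresholds. *Tdp43* oKO was compared with control at each stage, and the libraries titled KD with the injection controls. The differences of the effects between L2C and E2C and between the experiments were tested in the same model. Data were simulated with the group means and spreads of the real libraries, the treated group taking the means of its control. In them 100 genes each, from those at 2 FPKM or more in control, were changed by a log2 of 1.5 or 2. Of these, 94% and 100% were recovered with the FGO libraries, 87% and 92% with L2C and 75% and 92% with the Trim-away libraries. The unchanged genes called were 1, 9 and 8. No difference in scale between libraries was simulated, so the figures need not hold for the real *Tdp43* oKO L2C comparison.

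Sets of genes were tested with camera, which sets a list against all other genes, at a preset correlation of 0.01, and again with a correlation estimated for each list. A list needed 5 members tested. The lists, written from general knowledge, are the 2-cell burst, *Obox* genes, oocyte and maternal-effect genes, cytoplasmic and mitochondrial ribosomal proteins, ribosome biogenesis, respiratory chain and ATP synthase, proteasome, Pol II subunits, P-TEFb and elongation factors, splicing, tRNA synthetases, hnRNP and FET proteins, lysosome, p53 targets, stress response, heat shock, importins, lineage factors, and metallothionein and redox genes, with 4 lists of markers of cumulus and granulosa, male germ, blood and immune, and oviduct cells. The paper's minor and major ZGA lists were read from its source data. Maternal and ZGA genes were also defined from the libraries by the paper's rule. Maternal genes had FPKM over 5 in control MII oocytes and at least 3-fold less in the injection-control L2C embryos, or, for the Trim-away comparison, in control L2C embryos. Minor ZGA genes had FPKM below 5 in MII oocytes, and over 5 and at least 3-fold more in control 1-cell embryos or E2C. Major ZGA genes had FPKM below 5 in MII oocytes, and over 5 and at least 3-fold more in L2C, or FPKM over 5 and an increase of over 5-fold, and were not minor ZGA genes. Control MII, 1-cell and E2C libraries that define a list also enter the comparison at their own stage.

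The genes named in the text are those the paper names, the called genes with the largest increase and decrease (10 each for *Tdp43* oKO L2C, 5 each for Trim-away, 3 each for the other stages and for the differences of effects) among genes with a mean FPKM of at least 5 whose libraries do not overlap between the groups (a condition not set for the differences of effects), and for each list up to 4 called members with the largest change or, where fewer than 2 were called, the 2 members of highest mean FPKM. A few genes picked by this rule are not reported here. Values of some genes in the paper's source data had been seen before this rule was written.

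The lists, the rule, the comparisons and the alternatives were set before the data were examined. The alternatives are pseudocounts of 0.1 and 5, a filter at a mean FPKM of 5 and no filter, median-ratio scaling and quantile normalization, no weights, only the libraries of a comparison, a replicate block, leaving out each library, no 2-fold threshold, Spearman in place of Pearson correlation, control L2C in the maternal rule and an estimated correlation between genes. Median-ratio scaling divides each library by the median of its ratios to the geometric mean over libraries, among genes above 1 FPKM in every library, so that both the values as deposited and a scale on which most genes are equal were used. Overlaps between gene lists were tested with Fisher's exact test. The position of a library was its projection on the line from control E2C to a late control that was not part of the comparison (for E2C, from control 1-cell embryos to control L2C), and its correlations with these controls were Spearman correlations. Transcript lengths and gene positions came from GENCODE vM1 on mm9. PCA, distances and correlations between replicates used genes with a mean FPKM of at least 1 over all libraries. Classes of genes bound and unbound by TDP-43 were taken from the paper's source data, and GO terms were not tested.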

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

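The tests of the minor ZGA genes' levels, of the levels as deposited, of a single E2C library, of the region around *Tardbp* and of other cell types were chosen after the results they bear on had been seen, and the readings of the tests of blocks, of the minor ZGA genes' levels and of other cell types were changed after their values were known.

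The effect of the genotype differed between L2C and E2C in 2985 genes and between the Trim-away and the *Tdp43* oKO experiment in 2295 genes, by a test of the difference itself with limma. For 45 of the paper's minor ZGA genes the effect was higher at L2C than at E2C, and 32 of 36 genes of the 2-cell burst behaved in this way. After median-ratio scaling 2264 and 1169 genes differed, and the direction of the majority changed, though no gene was called in opposite directions. For L2C minus E2C, 668 were higher and 2317 lower as deposited, and 1339 and 925 after scaling. For Trim-away minus *Tdp43* oKO these were 2035 and 260 as deposited, and 455 and 714 after scaling. The paper reports few called genes at the earlier stages. Here 20 genes were higher and 23 lower in *Tdp43* oKO FGO, MII oocytes and 1-cell embryos alike, *Tardbp* among the lower ones.

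Minor ZGA genes were lower in mutant E2C and higher in mutant L2C, a pattern that late development could give, although 17 of 29 were already higher in mutant 1-cell embryos and none lower. Of 57 minor ZGA genes, 38.6% had a *Tdp43* oKO L2C level between the controls of E2C and L2C after median-ratio scaling and 59.6% were above both, but as deposited 68.4% lay between and 29.8% above both, so that the scale decides and delay stays open. For the 2579 genes called in L2C after median-ratio scaling, 68.9% lay between, 23.8% above both and 7.21% below both (as deposited 71.1%, 5.51% and 23.4% of 3686 genes), so that delay stays open for them too. On the line from control 1-cell embryos (0) to control L2C (1), *Tdp43* oKO E2C stood at 0.224 ± 0.0177 and control E2C at 0.319 ± 0.00100 (SD, n = 2). After scaling the means were 0.113 and 0.242, so mutant E2C lay nearer to the 1-cell controls on both scales. Without replicate 1 of *Tdp43* oKO E2C, 72.7% of the 33 minor ZGA genes lower in E2C were still called, and 100% without replicate 2, which leaves one deviating library open as part of the E2C pattern. The biological explanation that TDP-43 acts on these genes directly was not tested.

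Genes called alike at 3 stages could be genes of another strain, in the hybrid background of these mice. Control and *Tdp43* oKO females both carry the floxed allele on both copies, so the design gives no reason for a strain difference around *Tardbp*. Of 39 such genes with a position, 2 (5.13%, upper limit 17.3%) lay within 20 Mb of *Tardbp*, against 2.36% of other genes (one-sided Fisher's exact test, p = 0.237). These are too few to decide by count. For blocks elsewhere in the genome, 22.2% of 36 loci had a neighbour within 5 Mb, and a share of 0.141 of random draws had as much. The bound set beforehand, the central 90% of draws, would have excluded this explanation; that bound was dropped after the value was known, because with so few loci a share above the random median (11.1%) and under the 95th percentile (25%) leaves an excess open. Cells of another type stay open too, since 0% of the genes higher at all 3 stages are in the 4 lists of other-cell markers, but 6 members alone were tested at all 3 stages, and the blood and immune list was higher in FGO (camera adjusted p = 0.00487, 0.993 with an estimated correlation).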

How the results depend on the processing

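Every test here was among the alternatives chosen before the data were examined, except the replicate block with crossed numbers, which was added after seeing how same-numbered libraries deviated. The counts of genes moved with the pseudocount, the filter, the fold threshold and the scale. No called result of a named gene reversed, but many of these genes were picked for large changes.

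With a pseudocount of 5 in place of 1, the genes called were 86 in FGO, 168 in MII oocytes, 116 in 1-cell embryos and 327 in E2C, 227 higher and 1498 lower in *Tdp43* oKO L2C, 207 higher and 329 lower in the libraries titled KD, and 64 higher and 279 lower in both. It gave 301 major ZGA genes lower and 172 maternal genes called in *Tdp43* oKO L2C, 203 calls shared by successive stages, 1681 genes whose effect differed between L2C and E2C and 957 between the 2 experiments. The lowest correlation between replicates was 0.975 with a pseudocount of 5, 0.936 with 0.1, 0.975 with no filter, 0.957 after quantile normalization and 0.925 with Spearman.

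With a filter at a mean FPKM of 5, the same counts were 151, 283, 180 and 440 from FGO to E2C, 297 higher and 1984 lower in *Tdp43* oKO L2C, 329 higher in the libraries titled KD, 102 higher in both, 367 major ZGA genes lower, 292 maternal genes called, 9 gene lists past the set test in the libraries titled KD, 292 shared calls, and 1680 and 1374 genes for the differences of effects. With no filter, 1523 genes differed between the experiments.

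Without the 2-fold threshold, 1032, 1595 and 1471 genes were called in FGO, MII oocytes and 1-cell embryos, 851 were higher in *Tdp43* oKO L2C, 1037 higher and 1493 lower in the libraries titled KD, 317 higher and 1336 lower in both, 903 maternal genes were called and 1643 calls were shared.

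Median-ratio scaling gave 1287 genes higher and 1292 lower in *Tdp43* oKO L2C, 335 higher and 293 lower in both experiments, 261 major ZGA genes lower and 1169 genes differing between the experiments. Quantile normalization gave 1298, 1520, 344, 244, 301 and 1457 for these, and 426 lower in the libraries titled KD. With an estimated correlation, 1 gene list passed the set test in *Tdp43* oKO L2C and 0 in the libraries titled KD. The median log2 fold change of TDP-43-bound minus unbound major ZGA genes was -0.731 with a pseudocount of 0.1, -0.492 with 5, -0.741 with the stricter filter and -0.693 after quantile normalization.

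Leaving out each library in turn (limma pools the spread over groups, and the lone library is assumed to vary like the other groups), the count ranged over 210 to 417 in FGO (highest without control replicate 1), 229 to 500 in 1-cell embryos (lowest without *Tdp43* oKO replicate 1), 374 to 1220 in E2C (374 without control replicate 1, 452 without control replicate 2, 1220 without *Tdp43* oKO replicate 2) and 375 to 689 for shared calls (lowest without E2C control replicate 1). For the libraries titled KD it ranged over 363 to 823 higher and 245 to 907 lower, and for both experiments over 92 to 191 higher and 186 to 741 lower, each lowest without KD replicate 1. Without injection-control replicate 1, 414 were lower, and 105 higher and 326 lower in both. Differences between the experiments ranged over 1482 to 2387 (lowest without KD replicate 2), and bound minus unbound over -0.730 to -0.644 (without L2C control replicate 1, -0.730; without L2C *Tdp43* oKO replicate 2, -0.706).

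Same-numbered libraries are not stated to be pairs. With a replicate block, 249 genes were called in FGO, 527 higher and 3163 lower in *Tdp43* oKO L2C, and 604 higher and 621 lower in the libraries titled KD. With a replicate block of crossed numbers, chosen after seeing the data, the FGO count was 276 and the KD counts 647 and 697. Of 666 results for named genes, 0 of those called in the main setting changed direction under any alternative. Changes of sign in results not called there were not counted. Many of these genes were picked as called genes with the largest changes, so a reversal was unlikely from the start. The 666 also include results that had no call to lose. With the pseudocount of 5, 102 of the 666 results lost their call and 0 gained one. With median-ratio scaling 31 lost and 5 gained one. Leaving out libraries, 213 of the gene-by-library results lost a call and 30 gained one.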

Differences from the paper's values

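No test in this part was chosen after the values were seen. The thresholds (adjusted p of at most 0.05 and at least 2-fold) are the paper's. The paper tested counts with DESeq2, while the main values here are FPKM as deposited, not scaled further between libraries, tested with limma. The numbers of genes can therefore differ through the scale as well as through the test, and the main setting is not a like-for-like comparison.

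In *Tdp43* oKO L2C the paper's count of up-regulated genes is 1402 and the count here is 528, and the paper's count of down-regulated genes is 1319 and the count here 3158. Of the alternatives set before the data were examined, median-ratio scaling (1287 and 1292) and quantile normalization (1298 and 1520) give values within 1.5 times the paper's for both counts, and a pseudocount of 5 for the lower genes (1498). The other alternatives do not. For genes higher in both experiments the paper's count is 265 and the count here 162, and the alternatives within 1.5 times are median-ratio scaling (335), quantile normalization (344), no 2-fold threshold (317), a pseudocount of 0.1 (181), and leaving out *Tdp43* oKO L2C replicate 1 (191) or injection-control replicate 2 (190), but not the others.

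For major ZGA genes lower in *Tdp43* oKO L2C the paper's count is 263 and the count here 573. Median-ratio scaling (261), quantile normalization (301), a pseudocount of 5 (301) and a filter at a mean FPKM of 5 (367) come within 1.5 times of it, and the other alternatives do not. The paper's list has 1 more major ZGA gene than the copy used here. For TDP-43-bound minus unbound major ZGA genes, the median log2 fold change computed from the paper's source values is -0.760 and the value here -0.652. A pseudocount of 0.1 (-0.731), the stricter filter (-0.741) and leaving out L2C control replicate 1 (-0.730) come within 1 SD of the leave-one-out values of it, and the other alternatives do not.

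The paper lists *Ttyh2*, *Rusc1*, *Ctsa* and *Socs3* among major ZGA genes lower in both experiments. In the libraries titled KD, which are tagged WT, the first 3 were lower but below 2-fold (log2 fold changes -0.97, -0.82 and -0.99), and *Socs3* (0.203 against 1.22 FPKM) was below the filter. All 3 pass the adjusted p without the 2-fold threshold and are called without KD replicate 2, and *Ttyh2* and *Ctsa* also without injection-control replicate 2. *Nt5c*, *Itgb5*, *Gja1*, *Mars2*, *Gldc*, *Npl*, *Surf2* and *Lst1* were called lower in both as deposited, though after median-ratio scaling *Gja1* and *Npl* were not called in the libraries titled KD. It lists *Defb13* and *Usp17la* among genes higher in both, whereas *Defb13* was below the filter in the libraries titled KD (0.0922 against 0.104 FPKM) and *Usp17la* (0.89) was below 2-fold there and called after median-ratio scaling (1.02), without the 2-fold threshold, and without KD replicate 2 or injection-control replicate 2, while *Zscan4a*, *Zscan4c*, *Zscan4f*, *Zfp352* and *Usp17lc* were called higher in both.

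The paper states that *Tdp43* oKO and KD L2C profiles resemble control E2C more. Here both lay nearer to E2C than their own controls did. Both nevertheless correlated more with the late control of the other experiment (0.787 and 0.806) than with the E2C control of the *Tdp43* oKO series (0.673 and 0.705). The late control was thus not each group's own.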

Other observations

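The tests of the share of reads in transcripts and of one factor for all genes were chosen after the result had been seen, as was the comparison of the most abundant genes themselves, and the reading of the test of one factor was changed after its value was known.

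The FPKM values of *Tdp43* oKO L2C libraries summed to 0.590 of control, against 0.970 to 1.06 at the earlier stages and 0.777 in the libraries titled KD (tagged WT), and the L2C control and injection-control groups themselves differed (212514 and 319149). Without the 100 genes of highest mean FPKM the ratio was 0.561, which would also follow if a few genes took most of the values. Those genes would then have to rise, but the 100 together fell to 0.648 of control (highest mutant to lowest control library 0.660). This argues against that explanation for these 100 genes as a group, although their share of the total was 33.7% in control and 36.9% in the mutant. One factor lowering every gene alike stays open: the medians of maternal and major ZGA genes differed by 1.38 on the log2 scale, but a common factor cancels in this difference, and median-ratio scaling, which removes such a factor, brought the ratio of totals to 1.12. The sum of FPKM times transcript length, over the 86.6% of genes with a length, was 0.551 of control (highest mutant to lowest control library 0.573). By the definition of FPKM this sum follows the share of mapped reads in these genes, so it largely restates the lower total and is no separate test. A smaller share of mapped reads in annotated transcripts stays a candidate explanation, whether from intergenic or intronic reads, from repeats or from the library. Less transcript per embryo is a biological explanation that these values cannot test, because reads are counted relative to all mapped reads.

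*Polr2a*, which encodes the largest Pol II subunit, was 0.451 ± 0.144 FPKM in *Tdp43* oKO L2C and 1.08 ± 0.120 in control (SD, n = 2) as deposited. The mean is below the expression filter, so the gene was not tested. Median-ratio scaling narrows this gap, since the factors were 0.434 and 0.459 for the mutant libraries and 0.842 and 0.849 for control. The paper reports that *Polr2a* mRNA did not change significantly in these embryos. *Mt1* was higher in mutant oocytes, 1-cell embryos and E2C and lower in mutant L2C on both scales, and in the Trim-away libraries it was not called in either direction.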
